# Embryonic thermal conditioning and post-hatch heat challenge alter hypothalamic expression of genes related to appetite, thermoregulation, and stress modulation in broiler chicks

**DOI:** 10.3389/fphys.2025.1583958

**Published:** 2025-06-17

**Authors:** Reagan Vaughan, Usman Sulaiman, Annalise Flynn, Fernando Biase, Noam Meiri, Dongmin Liu, Paul Siegel, Mark Cline, Elizabeth Gilbert

**Keywords:** embryonic heat conditioning, heat stress, hypothalamus, transcriptome, broiler chicks

## Abstract

The objective of this study was to determine the effects of an acute heat challenge on day 4 post-hatch on the transcriptome of several brain nuclei associated with thermal regulation, stress, and appetite. These included the paraventricular nucleus (PVN) of the hypothalamus, the pre-optic anterior/hypothalamic area (POAH), and the nucleus of the hippocampal commissure (nCPa), in broilers that were subjected to either control incubation conditions or embryonic heat conditioning (EHC). Nuclei were collected at three timepoints relative to the start of heat challenge (0, 2, and 12 h). Total RNA was isolated, and RNA-sequencing was performed. Transcript abundance was quantified, differentially expressed genes (DEGs) were identified, and Gene Ontology analyses were performed. In the nCPa, 469 DEGs were identified across the three timepoints. There were 0 DEGs at hour 0, 2 at hour 2, and 467 at hour 12. Gene Ontology analysis of nCPa samples at hour 12 revealed enrichment in five biological processes, namely, mitochondrial electron transport, mitochondrial respiratory chain complex 1 assembly, synaptic vesicle lumen acidification, protein export from the nucleus, and aerobic respiration. Most of these genes were downregulated, suggesting reduced activity in these processes in EHC chicks. In the POAH, a total of 18 DEGs were identified, with 0, 18, and 0 at hour 0, 2, and 12, respectively. Fewer differences were observed in the PVN, with only four DEGs identified. All four were upregulated in the EHC group, with two involved in hypothalamic thermal responses: vasoactive intestinal peptide transporter 1 (VIPR1) and caprin family member 2 (CAPRIN2). In the nCPa, no differences were detected between hour 2 and hour 0; however, the comparison between hour 12 and hour 2 yielded 9 DEGs. All except one were downregulated at hour 12. The hour 12 vs. hour 0 comparison revealed 49 DEGs, of which 24 were downregulated at hour 12. The results revealed pathways associated with energy metabolism were altered in response to EHC, with most differences in the nCPa. Surprisingly, the fewest differences were observed in the PVN. The findings highlight potential target regions, such as the nCPa, and metabolic pathways that may help better understand how EHC affects stress responses and energy homeostasis later in life.

## 1 Introduction

High ambient temperatures are a major environmental factor in the agriculture industry, accounting for annual losses of over $2.36 billion, including $165 million in the poultry industry alone (Nawab et al., 2018). Due to the increases in climate change and the rising global warming crisis, this monetary loss is likely to increase in the coming years, having detrimental effects on the poultry industry and causing a potential food crisis for the growing population. Poultry is the second-highest meat type consumed in the world, following pork. Broiler chicken consumption reached 37.0 million metric tons (mmt) in 1998 and has exponentially increased to 138 mmt by 2022, coinciding with the global population surpassing 8 billion (Dawson, 2023).

Broiler chickens are vulnerable to heat stress due to their selection for high body weight over time. Selection programs have pushed to increase growth, feed-to-gain ratio, and breast muscle size (Reed et al., 2022). Because of these high growth rates, insulation of feathers, and the lack of sweat glands in poultry, heat stress is particularly detrimental in broilers (Rosenberg et al., 2020). These changes have decreased their tolerance to heat, and the impacts of heat stress on broilers account for many physiological issues associated with an increase in the stress response, weight loss, and decreased food intake. These changes often lead to a decrease in meat/carcass production and have resulted in mortalities because of prolonged heat exposure.

In previous studies, we demonstrated that embryonic heat conditioning (EHC) makes chicks more stress-resilient later in life and is associated with improved growth performance, but we have only started to elucidate the underlying molecular mechanisms (Rosenberg et al, 2020; 2022). The use of EHC has shown that animals exposed to thermal stress during the critical part of development display resistance to high temperatures (Labunskay and Meiri, 2006). The hypothalamus is implicated in these effects due to its role in maintaining homeostasis. It integrates central and peripheral signals to modulate endocrine and autonomic output related to the regulation of temperature, appetite, thirst, and other survival-related functions. However, there is little understanding of which hypothalamic nuclei are responsible for the adaptations associated with EHC.

Aside from the agricultural applications, chicks are an ideal model for EHC due to the embryonic environment post-oviposition, allowing for the manipulation of the embryo’s environment. Specific hypothalamic regions of interest are the paraventricular nucleus (PVN), hippocampal commissure (nCPa), and pre-optic anterior hypothalamic area (POAH). Thermoregulation in mammals and avian species (Rothhaas and Chung, 2021) is mediated by the POAH, which is responsible for the innate temperature response and adjusting energy expenditure based on external factors. Heat initiates the stress response, and the POAH projects onto other hypothalamic nuclei associated with stress response, such as the PVN and the dorsomedial hypothalamus (Rothhaas and Chung, 2021; Bohler et al., 2021). The POAH is also responsible for monitoring and integrating temperature alterations from the periphery to maintain homeostasis (Tan and Knight, 2018; Kisliouk et al., 2024). Heat also has intrinsic effects on the response to the stressor in chicks. The initiation of the stress response is through the expression of the corticotropin-releasing factor or hormone (CRF or CRH, respectively). CRF regulates the hypothalamic–pituitary–adrenal (HPA) axis during the stress response and is a potent anorexigenic factor. The nCPa and PVN are both integral in the expression of CRH and for mediating responses to the stressor. The nCPa is essential for the stress response by containing CRH neurons and expressing CRF prior to the PVN, which is understood to maintain and modulate stress in the HPA axis (Kadhim et al., 2019). The PVN, in conjunction with mediating the stressor response, is also essential for modulating feeding behavior and appetite regulation. The PVN regulates water intake and controls food intake by receiving signals from other brain nuclei, with emphasis on neuropeptide Y (NPY) receptors (orexigenic) and melanocortin ligands (anorexigenic) such as pro-opiomelanocortin (POMC) and alpha-melanocyte stimulating hormone (a-MSH) (Yousefvand and Hamidi, 2019). The PVN is intrinsically an anorexigenic center and promotes decreases in appetite due to its population of melanocortin receptors and CRF neurons. Ghrelin stimulates CRF neurons located on the PVN, resulting in decreased food intake (Yousefvand and Hamidi, 2019).

The present study was designed to employ nucleus punch biopsy isolation and RNA sequencing to identify differentially expressed genes and their associated pathways in the nCPa, POAH, and PVN in the control and EHC incubation groups. To help elucidate the effects of EHC on stress resilience, we collected samples from chicks exposed to a heat stress paradigm on day 4 post-hatch. We hypothesized that the identified genes would be related to metabolic and thermoregulatory pathways.

## 2 Materials and methods

### 2.1 Animals

All experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Virginia Tech. Hubbard x Cobb-500 eggs (*Gallus gallus)* were obtained from a nearby commercial hatchery (same source and flock breeder age as in our previous studies (Sulaiman et al., 2024; Beck et al., 2024)). Upon arrival, eggs were kept at 26.6°C for 12 h and were then randomly divided into the control and EHC groups. These groups were placed in two separate incubators (Rite Farm Products Pro-1056) and labeled as control and EHC, respectively. Both groups from embryonic day (ED) 0–7 were incubated at 37.5°C and 80% relative humidity. The eggs in the control group continued to be incubated at 37.5°C and 80% relative humidity until hatching on ED 21. The EHC group was separated from the control group on ED 7 and introduced to an increased temperature of 39.5°C and 80% relative humidity for 12 h per day (07:30–19:30) and 37.5°C for the remainder of the 24 h until ED 16. The EHC group was then maintained at 37.5°C for the remaining 5 days until hatching. On ED 18.5, all eggs were subjected to candling. Infertile eggs and dead embryos were removed from the study. Eggs with viable embryos were transferred to a common hatching incubator (Rite Farm Products Pro-264) and maintained within their separate groups (separate enclosed trays to prevent mixing of treatments) at 36.9°C and 50% relative humidity for 18 h. The temperature was gradually decreased to 35°C until the hatch was collected. Chicks were arbitrarily divided into group cages based on treatment in preparation for the acute day 4 post-hatch heat challenge. The relative room temperature was 30°C, with *ad libitum* access to feed and water and 24 h continuous light exposure, similar to our previous studies (Sulaiman et al., 2024; Beck et al., 2024).

### 2.2 Acute heat challenge

On day 4 post-hatch, control and EHC groups were subjected to an acute heat challenge at 36°C. The temperature of 36°C was carefully selected based on preliminary trials designed to induce observable behavioral indicators of heat stress, such as panting and wing spreading while avoiding more severe physiological responses. Punch samples were collected at three timepoints: 0 h (before heat challenge; baseline), 2 h, and 12 h from the start of the increased temperature. Within these three timepoints, 10 chicks were randomly collected and euthanized from the control and EHC groups (20 total) for each timepoint. Chicks were individually weighed, euthanized by decapitation, and sexed *via* gonad identification.

### 2.3 Punch biopsy collection

Three hypothalamic nuclei, namely, the PVN, POAH, and nCPa, were collected from each bird (n = 60), yielding a total of 180 samples. Brains were perfused with 1.5 mL of RNA stabilizing solution *via* the carotid artery based on methods used by Bohler et al. (2020). Immediately after perfusion, brains were processed into tissue blocks, mounted on chucks with OCT embedding medium, and sectioned at −15°C in a cryostat. Brain sections were cut at a thickness of 500 µm, and biopsies were collected based on anatomical landmarks described in the stereotaxic atlas by Kuenzel and Masson (1988). The nCPa was the most rostral, referring to 8.2 mm in the stereotaxic atlas. The POAH was next at 7.8 mm, and the PVN was collected at 6.8 mm. Punches were collected using disposable 1-mm biopsy punch instruments (Integra Lifesciences Corp, Princeton, NJ). Anatomy and biopsy collection were confirmed using a digitized stereotaxic atlas, with photos of tissue sections overlaid on the atlas; the methods were further described by Bohler et al. (2020). After collection, the punches were immediately submerged in 1.5 mL microcentrifuge tubes containing RNA lysis buffer (Norgen Biotek, Thorold, ON, Canada) and 1% beta-mercaptoethanol (Calbiochem, San Diego, CA, United States). The tubes were vortexed, snap-frozen in liquid nitrogen, and stored at −80°C until RNA isolation was performed.

### 2.4 Total RNA extraction, cDNA synthesis, and real-time quantitative PCR

Total RNA was isolated using the Total RNA Purification Micro Kit (Norgen Biotek, Thorold, ON, Canada), according to the manufacturer’s instructions. Samples were thawed to room temperature (3 min) and vortexed for 30 s. An amount of 100 μL of 70% molecular-biology-grade ethanol was added to the lysate, and then steps were performed according to the kit’s instructions. Purity and concentration of the total RNA were analyzed at 260/280/230 ng/μL using the NanoPhotometer Pearl Spectrophotometer (Implen, Westlake Village, CA, United States), according to the manufacturer’s instructions. The High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, United States) was used to synthesize the first-strand complementary DNA (cDNA) from 100 ng of total RNA in 20 µL reactions, according to the manufacturer’s protocol. Reactions were performed under the following conditions: 25°C for 10 min, 37°C for 120 min, and 85°C for 5 min. Primers (Table 1) for RT-qPCR were designed using Primer Express software (Applied Biosystems, Carlsbad, CA, United States), following the manufacturer’s instructions. RT-PCRs were performed in duplicate using 10 µL reaction volumes, each containing 5 µL of Fast SYBR Green Master Mix (Applied Biosystems, Carlsbad, CA, United States). PCR was performed as follows: at 95°C for 20 s, followed by 40 cycles at 90°C for 3 s, and at 60°C for 30 s. A dissociation step at 95°C for 15 s, 60°C for 1 min, 95°C for 15 s, and 60°C for 15 s was performed at the end of each PCR to ensure amplicon specificity. PCR data were analyzed using JMP Pro 16 (SAS Institute Inc., Cary, NC) with the ΔΔCT method, with β-actin as the reference gene, and the calibrator sample of each nucleus was the average of the control chicks per group. The statistical model included the effect of treatment (EHC vs control), timepoints (0, 2, and 12 h), and the interactions between them.

**TABLE 1:** Primers used for real-time PCR.

Gene	Sequences (forward/reverse)	Accession no.
β-Actin	GTCCACCGCAAATGCTTCTAA/TGCGCATTTATGGGTTTTGTT	NM_205,518.2
NPY	CATGCAGGGCACCATGAG/CAGCGACAAGGCGAAAGTC	NM_205,473.2
CRH	TCAGCACCAGAGCCATCACA/GCTCTATAAAAATAAAGAGGTGACATCAGA	NM_001123031.1
POMC	GCCAGACCCCGCTGATG/CTTGTAGGCGCTTTTGACGAT	NM_001398117.1
CCK	GGAAGGAAGGGAAGGAGGAA/GAGGAGCACGCAGATGCA	NM_001001741.2
UCN3	GGGCCTTCCGTCTCTACAATG/GGTGAGGGCCGTGTTGAG	XM_001231710.6
TRH	GCAGAAAATCACAATGCCATCTAT/CACCAGACAAGGTCAGGCAAA	NM_001030383.2
HSP90	GCAGCAGCTGAAGGAATTTGA/GGAAGCTCTAAGCCCTCTTTTGT	NM_001109785.2

Abbreviations: NPY, neuropeptide Y; CRF, corticotropin-releasing factor; POMC, proopiomelanocortin; CCK, cholecystokinin; UCN3, urocortin-3; TRH, thyrotropin-releasing hormone; HSP90, heat shock protein 90.

### 2.5 Selection of chick samples for RNA-sequencing and production of sequencing data

Selection of samples was based on concentrations (ng/µL) and the ability to use the three nuclei samples from the same bird. A total of 72 samples were submitted to the Genomic Sequencing Center at Virginia Tech (Blacksburg, VA, United States). The 72 samples were collected from 24 total chicks (three samples per chick, n = 8 chicks per timepoint). All the 72 samples were split to account for 36 EHC and 36 control samples. Among the selected chicks, 12 were male and 12 were female; however, sex did not prove to be significantly different. 

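In the sequenced libraries, 1026 genes of the nCPa, 2167 of the POAH and 1140 of the PVN differed between libraries labelled female and male at an adjusted p of at most 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all treatments and hours of a nucleus in 1 model). There were 366 genes that differed in all 3 nuclei, of which 131 were higher and 235 were lower in females. Among the genes listed in the paper's tables, 18 differed by sex in the POAH, and 17 of these were lower in females. They included ND6, a mitochondrially encoded subunit of respiratory complex I, with a log2 fold change (female against male) of -0.67 (adjusted p = 0.015 from edgeR), HSPA9, a mitochondrial chaperone of the Hsp70 family, at -0.32 (adjusted p = 0.018 from edgeR), and ATP6V1C1, a subunit of the vacuolar proton pump, at -0.51 (adjusted p = 0.0070 from edgeR). In the PVN, SCG5, a chaperone of prohormone convertase 2, was lower in females at -0.45 (adjusted p = 0.026 from edgeR), and so was TIMP2, an inhibitor of matrix metalloproteinases, at -0.38. OC3 was the only table gene that differed in the nCPa, at 2.84 (adjusted p = 0.074 from edgeR); 1 EHC library of hour 2 held 20.0 CPM of it and the other nCPa libraries at most 2.19 CPM. The summed expression of 49 genes with high counts almost only in libraries labelled female at hours 0 and 12 ran against the label in 5 libraries of hour 2, and the labels were kept as given. Without those 5 libraries, chosen after seeing the data, the counts were 963 in the nCPa, 1308 in the POAH and 2102 in the PVN.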

NanoDrop concentrations from the Pearl Spectrophotometer ranged from 4.8 ng/μL to 29.2 ng/μL with an average of 13.5 ng/μL. Each sample submitted was strictly between 16 and 18 µL. The integrity of RNA was verified using High Sensitivity RNA ScreenTape Assays for TapeStation (Agilent).

### 2.6 RNA-seq library preparation

RNA samples were converted into a strand-specific library using Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus Sample Prep Kit (Illumina, 20040529) for subsequent cluster generation and sequencing on Illumina’s NovaSeq 6000. The libraries were enriched by 13 cycles of PCR, quality-checked using Agilent TapeStation, and quantitated by qPCR. Individually indexed cDNA libraries were pooled and sequenced on a NovaSeq 6000 S2 (200 cycle, PE) using Illumina NovaSeq Control Software (version 1.8.0.). Binary base call (BCL) files were converted to FASTQ files, and adapters were trimmed and demultiplexed using bcl2fastq Conversion Software. The FASTQ files were provided by the Genomic Sequencing Center for further analysis.

### 2.7 RNA-seq alignment, processing of sequences, and gene quantification

First, adapters were removed from the sequences using Trimmomatic (v 0.39), retaining only those with a length of ≥100 nucleotides and an average quality score ≥30. We aligned the reads to the chicken genome (galgal1) using HISAT2 (v 2.2.1) (Kim et al., 2019). Next, we used SAMtools (v 1.10) (Li et al., 2009) to retain the reads with one match to the genome, followed by removing duplicates using bammarkduplicates from biobambam2 (v 2.0.95) (Tischler and Leonard, 2014). Samples with 90% or greater alignment accuracy were used for counting.

featureCounts (v 2.0.1) (Liao et al., 2014) was used to count reads according to the ensemble annotation (Gallus_gallus.bGalGal1.mat.broiler.GRCg7b.110.gtf). We quantified counts per million (CPM) and fragments per kilobase per million (FPKM) using the functions “cpm” or “rpkm” from the “edgeR” package (McCarthy et al., 2012; Robinson et al., 2010). We also calculated transcript per million using the formula presented by Li and Dewey (2011). We retained genes annotated as long non-coding RNA (lncRNA), protein-coding, and pseudogenes (Robinson et al., 2010). Genes were only used for further analysis if the CPM and FPKM were >1 in at least four samples. This approach was adopted to reduce the number of genes with low expression and, thus, prone to producing confounding results (Bourgon et al., 2010).

### 2.8 Analysis of differential transcript abundance

Transcript abundance between samples from each group was compared using the R packages “edgeR” (McCarthy et al., 2012; McCarthy and Smyth, 2012), with the quasi-likelihood test and “DEseq2” (Love et al., 2014), using the Wald and likelihood tests. We also added sex as a fixed effect in the model. The nominal *p-*values of both tests were corrected for multiple hypothesis testing using the false discovery rate (FDR) method (Benjamini and Hochberg, 1995). Differential transcript abundance was assumed when FDR ≤0.1 for both tests and the |Log fold change (logFC)| > 1.

### 2.9 Enrichment of Gene Ontology

Tests for enrichment of Gene Ontology (GO) categories were carried out using the “goseq” package (Young et al., 2010) in R software. In all tests, we used the genes whose transcript abundances were estimated for the samples being tested as the background. The nominal *p*-value was adjusted for multiple hypothesis testing by controlling the familywise error rate following the method proposed by Holm (1979) using the function “p.adjust” from the “stats” R package. Significance was acknowledged when FWER ≤0.1.

## 3 Results

### 3.1 RNA-seq analysis

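Brain nuclei were taken from broiler chicks on the day of a heat challenge, at 0, 2 and 12 h after the challenge began. Chicks had hatched either from eggs kept at the usual incubation temperature (control) or from eggs given embryonic heat conditioning (EHC), a raised incubation temperature during part of embryonic development. The nuclei were the nucleus of the hippocampal commissure (nCPa), the pre-optic anterior-hypothalamus (POAH) and the paraventricular nucleus (PVN), each sampled with a punch. RNA of each punch was sequenced as a stranded library of total RNA after removal of ribosomal RNA. There were 71 libraries, 36 of control and 35 of EHC chicks, in 18 groups of 4 libraries, except for the PVN of EHC chicks at hour 12 with 3. The paper took all 3 nuclei from each chick, the labels do not name the chick, and single libraries are named as in the labels, such as Sample_79. The authors trimmed the reads with Trimmomatic 0.39, aligned them with HISAT2 2.2.1, kept uniquely aligned reads with SAMtools 1.10, removed duplicates with biobambam2 2.0.95 and counted read pairs per gene of Ensembl release 110 with featureCounts 2.0.1. Removing duplicates and reads with several alignments lowers the counts of highly expressed genes and of genes with near-identical copies, and the counts cannot be returned to their state before those steps. The deposited values are whole-number counts for 30108 genes. The total count per library ranged from 910033 to 9370799, with a mean of 4217491 and a median of 4157783, and the 71 libraries held 299441873 counts. The paper gives 25067562 as its total of fragment reads. In the nCPa, the control libraries held 2541480 to 7161678 counts (median 4090144) at hour 0, 910033 to 5515296 (median 5303630) at hour 2 and 4681626 to 5130983 (median 4891860) at hour 12. The EHC libraries of the nCPa held 2902012 to 9370799 (median 4502604), 2027294 to 7879120 (median 2483932) and 1956211 to 3401717 (median 2970636) at the same hours. In the POAH, the control libraries held 3270657 to 4020187 counts (median 3724294) at hour 0, 4888023 to 6099027 (median 6050986) at hour 2 and 1580930 to 7082669 (median 3882514) at hour 12, and the EHC libraries 3703937 to 5048039 (median 4337980), 1370531 to 3173834 (median 2586630) and 3963361 to 8055385 (median 4338928). In the PVN, the control libraries held 3059641 to 5307243 counts (median 4182241) at hour 0, 1386051 to 2764458 (median 1797802) at hour 2 and 1739986 to 7219945 (median 4493398) at hour 12, and the EHC libraries 4799581 to 7003701 (median 5376566), 1625338 to 6277932 (median 3949668) and 4420293 to 5374199 (median 4801048). All 4 EHC libraries lay below all 4 control libraries in the nCPa at hour 12 and in the POAH at hour 2 (two-sided exact permutation test, p = 0.029 each, adjusted p = 0.13 over the groups compared). Counts were normalized by TMM and are given as CPM, counts scaled to a common library size. Each comparison was tested with edgeR's quasi-likelihood test on the libraries of its own groups with sex as a covariate, and genes were called at a Benjamini-Hochberg adjusted p of at most 0.1, the paper's FDR threshold. DESeq2 was run as a separate test. In simulated counts for EHC against control chicks, a larger share of its calls was false than of edgeR's. Group means are given with their SD, and log2 fold changes with their standard error (SE). Exact permutation tests of single genes are not adjusted. The paper chose the genes it lists on these samples, so such tests are not independent evidence for them.

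**Figure D1:**
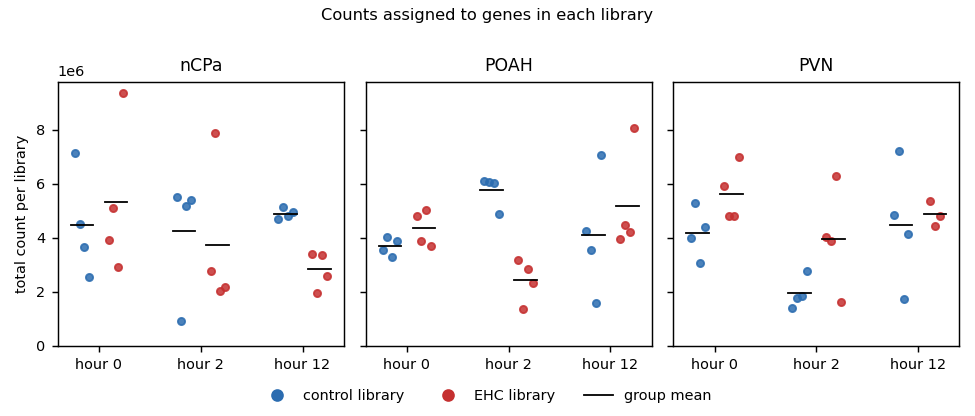
Total count per library (y axis, starting at 0) by hour of the heat challenge (x axis) in the nCPa, POAH and PVN. Each point is 1 library, blue for control and red for EHC chicks, and black lines are group means; the EHC libraries of the nCPa at hour 12 and of the POAH at hour 2 all lie below the control libraries.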

From RNA sequencing, a total of 25,067,562 fragment sequence reads were obtained, and an average of 4,217,491 pairs of reads per sample were mapped to the chicken genome (Hillier et al., 2004). There were 17,584 total genes identified, with 3,403 being lncRNA, 14,160 being protein-coding, and 21 being pseudogenes. Among these genes, there were a total of 491 DEGs across the nCPa, POAH, and PVN when comparing EHC vs control (C) at different timepoints. 

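From the deposited counts, 20363 of 30108 genes had more than 1 CPM in at least 4 of the 71 libraries and were tested. The paper's filters on FPKM and on gene type were not used here. The count table names genes by Ensembl ID only, so symbols were taken from the paper's tables, which pair 93 genes with a symbol and 23 without one with an ID. Positions are those that RefSeq gives for the same symbol on GRCg7b, found for 92 of the 93. Of the 13 mRNAs encoded by the mitochondrial genome, 11 could be named, among them ND1 to ND6 of complex I, CYTB of complex III, and ATP6 and ATP8 of ATP synthase.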

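In the nCPa, 2 genes differed between EHC and control chicks over the 3 hours, both at hour 12, and 1 of them was SCG5. In the POAH, 1 gene did, at hour 2, and in the PVN 52 genes did, all at hour 12. Of the PVN genes, 19 were higher and 33 lower in EHC chicks, and ND6 was the only 1 of the 52 with a symbol in the paper's tables. This makes 55 calls at an adjusted p of at most 0.1 from edgeR's quasi-likelihood test. DESeq2 called more in most comparisons: 336 in the nCPa and 38 in the POAH at hour 12, 321 in the POAH at hour 2, and 223 in the PVN at hour 12.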

The principal component analysis (Figure 1) visualizes our dataset separated by timepoints into three graphs. Within these graphs, EHC samples are represented in red and control is represented in blue. The nuclei are differentiated by shape, with POAH as squares, PVN as circles, and nCPa as triangles. There was no explicit separation of chicks based on treatment or tissue when all 17,584 genes were included for a principal component analysis.

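The share of variance between control and EHC chicks and between the 3 nuclei was computed for each hour on log2 CPM of 20363 genes. At hour 0, treatment took up 4.56% of the variance over 24 libraries (p = 0.33, permutation test with 100000 draws) and nucleus 8.98% (p = 0.37, permutation). At hour 2, the shares were 6.23% for treatment (p = 0.056, permutation) and 9.80% for nucleus (p = 0.21, permutation). At hour 12, with 23 libraries, they were 6.47% for treatment (p = 0.068, permutation) and 13.4% for nucleus (p = 0.013, permutation). The first and second principal components held 28.7% and 14.0% of the variance at hour 0, 16.6% and 12.0% at hour 2, and 17.1% and 12.8% at hour 12. On the 500 most variable genes at hour 2 the share of treatment was 9.56% (p = 0.025, permutation), and with each gene scaled to unit variance at hour 12 it was 7.36% (p = 0.017, permutation). On the 500 most variable genes at hour 12 the share of nucleus was 14.1% (p = 0.09, permutation). These permutations move single libraries, although 3 punches come from each chick. Which libraries share a chick is inferred and can be wrong in places. With chicks, taken from the numbers in the library names after seeing the data, kept whole, p was 0.72, 0.43 and 0.43 for treatment at hours 0, 2 and 12 and 0.018, 0.0099 and 0.0010 for nucleus. In the same way p was 0.31 for treatment on the 500 most variable genes at hour 2 and 0.057 for treatment on scaled genes at hour 12. For nucleus on the 500 most variable genes it was 0.066 at hour 0 and 0.0004 at hour 12.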

**FIGURE 1:**
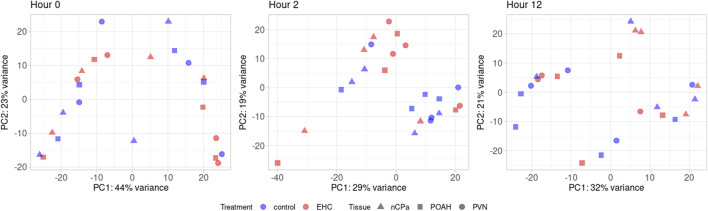
Principal component analysis using 17,584 quantified genes. Among these are the nCPa (n = 4/treatment/timepoint), POAH (n = 4/treatment/timepoint), and PVN (n = 4/treatment/timepoint) tissues from EHC (n = 12/timepoint) and control (n = 12/timepoint).

### 3.2 Differential gene expression in EHC chicks relative to control

#### 3.2.1 DEGs identified in the nCPa

For the three different nuclei assessed, there was variation in the numbers and types of differentially expressed genes (DEGs) for EHC chicks vs. control at the different timepoints in the heat challenge. In the nCPa, there were a total of 469 DEGs identified across all three timepoints. 

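In the nCPa before the challenge, no gene differed between EHC and control chicks (n = 4 each) by edgeR, with 966 genes at an unadjusted p under 0.05. DESeq2 called 4 genes, 1 higher and 3 lower in EHC chicks. Of the 11 measured mitochondrially encoded mRNAs, 1 was higher and 10 were lower in EHC chicks, with a median log2 fold change of -0.12, and none passed when adjusted over the list alone. SCG5 was at 196 ± 63.1 CPM in EHC chicks at this hour (SD, n = 4).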

There were 0 DEGs identified at hour 0. 

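At hour 2, KRT13, an epithelial keratin on chromosome 27 (4540889 to 4545307), was at 2.06 ± 1.45 CPM in the nCPa of EHC chicks and 44.99 ± 80.7 CPM in controls (SD, n = 4 each). The log2 fold change was -4.35 (SE 0.92, adjusted p = 0.20 from edgeR and 0.073 from DESeq2). Control Sample_119 held 166 CPM, and without it the log2 fold change was -1.43 (adjusted p = 0.99 from edgeR). PSAT1, an aminotransferase of serine synthesis on chromosome Z (38582875 to 38598178), was at 202 ± 23.1 CPM in EHC and 369 ± 45.5 CPM in control chicks, a log2 fold change of -0.87 (SE 0.17, adjusted p = 0.20 from edgeR and 9.6e-05 from DESeq2). All 4 EHC libraries lay below all 4 control libraries in PSAT1 (two-sided exact permutation test, p = 0.029, the smallest p that 4 against 4 allow), and in KRT13 the test gave p = 0.086. The 11 mitochondrially encoded mRNAs were all higher in EHC chicks, with a median log2 fold change of 0.96; none was called over all genes and 9 were when adjusted over the list alone. As a set they had an adjusted p of 1.8e-10 from limma's camera with its preset correlation, and an adjusted p of 0.26 with an estimated correlation. The estimate was 0.42, far above the preset of 0.01. No gene was called by edgeR, with 1845 at an unadjusted p under 0.05, while DESeq2 called 282, 72 higher and 210 lower in EHC chicks. Without control Sample_74, edgeR called 121, and without EHC Sample_116 or control Sample_71 it called 2. By sex-linked expression, EHC Sample_68, Sample_80 and Sample_116 and control Sample_71 and Sample_119 stood on the female side and the other libraries on the male side. Sample_68 went against its label. Treatment and sex were thus not balanced here, and the sex term used the labels as given.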

At hour 2, in the nCPa, there were 2 DEGs, namely, keratin 13 and phosphoserine aminotransferase 1, both of which were downregulated in the EHC group (Table 2). With only 2 DEGs in hour 2 in nCPa EHC chicks, we investigated the functions of these genes individually rather than performing an enrichment analysis.

**TABLE 2:** DEGs in EHC chicks at hour 2 in nCPa nuclei^a^.

Direction	Ensembl id	Name	Description	logFC	P-value	FDR
Downregulated	ENSGALG00010022872	KRT13	Keratin 13	−4.43240	2.14E-06	0.03771
Downregulated	ENSGALG00010015533	PSAT1	Phosphoserine aminotransferase 1	−0.96427	1.06E-05	0.09292

Abbreviations: KRT13, keratin 13; PSAT1, phosphoserine aminotransferase 1.

^a^ All results were determined with FDR <0.1.

Hour 12 nCPa tissues yielded a total of 467 DEGs. 

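In the nCPa of EHC chicks at hour 12, 2 genes were lower than in controls at an adjusted p of at most 0.1 from edgeR and none was higher. They were SCG5, whose product assists the prohormone convertase that processes neuropeptides, and ENSGALG00010003943, with a log2 fold change of -4.07 (SE 0.54, adjusted p = 0.053 from edgeR), which has no symbol in the paper's tables and was named after its values were seen. At an unadjusted p under 0.05 there were 2256 genes. DESeq2 called 336, of which 84 were higher and 252 lower in EHC chicks. A model over all nCPa libraries, in which the 6 groups share 1 estimate of the spread, called 429, of which 71 were higher and 358 lower. Of the 42 genes that the paper lists for this comparison, 12 were higher and 30 lower in EHC chicks; 39 had an unadjusted p under 0.05, 1 was called by edgeR, 25 by DESeq2 and 28 by the model over all nCPa libraries. Without control Sample_173, edgeR called 152 genes, without control Sample_143 it called 4, and without control Sample_125 or Sample_146 or any 1 of the EHC libraries it called none.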

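GNAI1, the alpha subunit of an inhibitory G protein on chromosome 1 (11577337 to 11612045), was at 65.8 ± 14.7 CPM in the nCPa of EHC chicks and 184 ± 27.4 CPM in controls at hour 12 (SD, n = 4 each), a log2 fold change of -1.50 (SE 0.19, adjusted p = 0.11 from edgeR and 6.5e-08 from DESeq2). RNF7, a RING protein of cullin ubiquitin ligases on chromosome 9 (9928381 to 9934810), was at 44.3 ± 13.4 and 107 ± 13.6 CPM, a log2 fold change of -1.31 (SE 0.20, adjusted p = 0.15 from edgeR and 8.4e-05 from DESeq2). HNRNPH1, an RNA-binding splicing factor on chromosome 13 (13179946 to 13196139), had a log2 fold change of -1.12 (SE 0.18, adjusted p = 0.15 from edgeR and 0.00029 from DESeq2). PUDP, a phosphatase of pseudouridine monophosphate, had -1.14 (SE 0.20, adjusted p = 0.19 from edgeR and 0.0042 from DESeq2). ENSGALG00010024777, which has no symbol, had -2.61 (SE 0.34, adjusted p = 0.12 from edgeR). Among genes higher in EHC chicks, AREL1, a ubiquitin ligase on chromosome 5 (37514036 to 37536066), was at 93.7 ± 10.2 CPM against 57.0 ± 6.39 CPM, a log2 fold change of 0.71 (SE 0.15, adjusted p = 0.23 from edgeR and 0.011 from DESeq2). DOCK3, a guanine nucleotide exchange factor for Rac found in neurons, had 0.62 (SE 0.15, adjusted p = 0.24 from edgeR and 0.017 from DESeq2). PKD1, which encodes polycystin-1, had 0.61 (SE 0.19, adjusted p = 0.32 from edgeR). For each of these 8 genes, the EHC libraries and the control libraries did not overlap (two-sided exact permutation test, p = 0.029, n = 4 each). The paper lists these genes because they differed between the same samples, so this separation is not independent evidence.

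**Figure D2:**
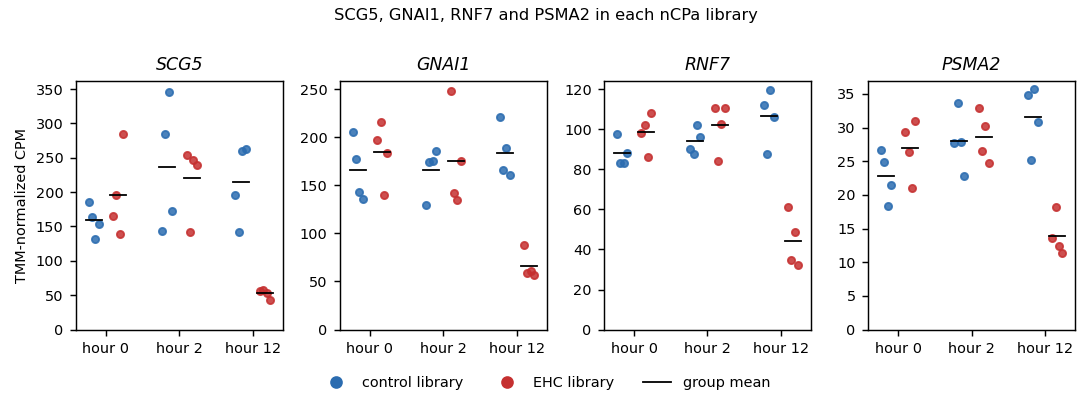
TMM-normalized CPM (y axis) of SCG5, GNAI1, RNF7 and PSMA2 in the nCPa by hour of the heat challenge (x axis). Each point is 1 library, blue for control and red for EHC chicks, and black lines are group means; at hour 12 the 4 EHC libraries lie below the 4 control libraries in each gene.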

We selected the 10 highest upregulated and 10 lowest downregulated genes for tabular display (Table 3). Because of the large number of DEGs, we performed an enrichment of GO test on the hour 12 nCPa sample data. On completing the GO enrichment, 24 genes were considered significantly enriched with a FWER ≤0.1. Among these, five biological processes were enriched, namely, mitochondrial electron transport, mitochondrial respiratory chain complex 1 assembly, synaptic vesicle lumen acidification, protein export from nucleus, and aerobic respiration (Table 4). 

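Most genes of the enriched processes were lower in the nCPa of EHC chicks at hour 12. The 7 nuclear genes of respiratory complex I and its assembly were all lower, with a median log2 fold change of -1.24. With the 3 control libraries richest in mitochondrial RNA left out, a setting chosen after seeing the data, NDUFS6 was higher in EHC chicks, at 0.18. With all nCPa libraries in that model NDUFS6 was at 0.38 and NDUFB9 at 0.23. That setting leaves 1 control library at hour 12, Sample_173, so these values cannot show that the difference turns. NDUFS5, a complex I subunit, was at -1.47 (SE 0.33, adjusted p = 0.23 from edgeR and 0.022 from DESeq2), NDUFB5 at -1.43 (SE 0.34, adjusted p = 0.23 from edgeR), and NDUFAF4, an assembly factor of the complex, at -0.72 (SE 0.16, adjusted p = 0.23 from edgeR). The 4 genes of the vacuolar proton pump, which acidifies synaptic vesicles, were lower too, with a median of -0.91. Of these, ATP6V1C1 on chromosome 2 (128873605 to 128895131) was at 48.5 ± 9.97 CPM in EHC and 121 ± 44.2 CPM in control chicks (SD, n = 4 each; adjusted p = 0.23 from edgeR and 0.0097 from DESeq2). ATP6V1H had a log2 fold change of -0.97 (SE 0.22, adjusted p = 0.23 from edgeR and 0.032 from DESeq2). Of 5 genes listed for export from the nucleus, 4 were higher in EHC chicks: PKD1, at 0.61, the exportins XPO7, at 0.40 (SE 0.12, adjusted p = 0.32 from edgeR), and XPO6, and the nuclear pore protein NUP214, at 0.36 (SE 0.14, adjusted p = 0.40 from edgeR). HSPA9 was lower, at -0.66 (SE 0.23, adjusted p = 0.35 from edgeR). None of these 16 genes was called by edgeR over all genes; adjusted over the list alone, 7 of 7, 4 of 4 and 5 of 5 passed, which is not independent evidence, since the study chose the lists on these samples. DESeq2 called 4 of the complex I genes and 3 of the proton pump genes.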

Twenty one out of the 24 genes were downregulated, suggesting that these biological processes were less functional/depleted in EHC chicks.

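In the nCPa at hour 12, mitochondrially encoded mRNAs took up 4.44 ± 2.61% of the library total in control chicks and 1.48 ± 0.307% in EHC chicks (SD, n = 4 each; two-sided exact permutation test, p = 0.14, adjusted p = 0.39). The share was 5.95%, 4.08% and 6.82% in control Sample_125, Sample_143 and Sample_146 and 0.919% in control Sample_173, below the EHC libraries, which lay between 1.18% and 1.86%. All 11 measured mRNAs were lower in EHC chicks, with a median log2 fold change of -2.29. With Sample_125, Sample_143 and Sample_146 left out after seeing the data, 10 were higher and 1 was lower in EHC chicks, with a median of 0.73. That leaves 1 control library, and the turn follows from leaving out libraries for their mitochondrial counts. ND6, the complex I subunit encoded on the other strand of the mitochondrial genome (14962 to 15483), was at 49.7 ± 20.0 CPM in EHC and 249 ± 144.4 CPM in control chicks, a log2 fold change of -2.38 (SE 0.41, adjusted p = 0.17 from edgeR and 1.3e-05 from DESeq2), and its EHC libraries all lay below its control libraries (two-sided exact permutation test, p = 0.029, n = 4 each). ND4 and ND1, also of complex I, had log2 fold changes of -2.89 (SE 0.74, adjusted p = 0.25 from edgeR) and -2.10 (SE 0.60, adjusted p = 0.28 from edgeR). None of the 11 was called over all genes by edgeR, 8 were by DESeq2, and 10 were by edgeR when adjusted over the list alone. The last count and the tests of the set are not independent evidence, since the list comes from the paper's results on these samples. As a set they passed limma's camera with its preset correlation (adjusted p = 6.2e-07) and not with an estimated one (adjusted p = 0.41 with an estimated correlation). From the lower expression of most of the enriched genes, the paper proposes that electron transport, complex I assembly and the other enriched processes were less active in EHC chicks.

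**Figure D3:**
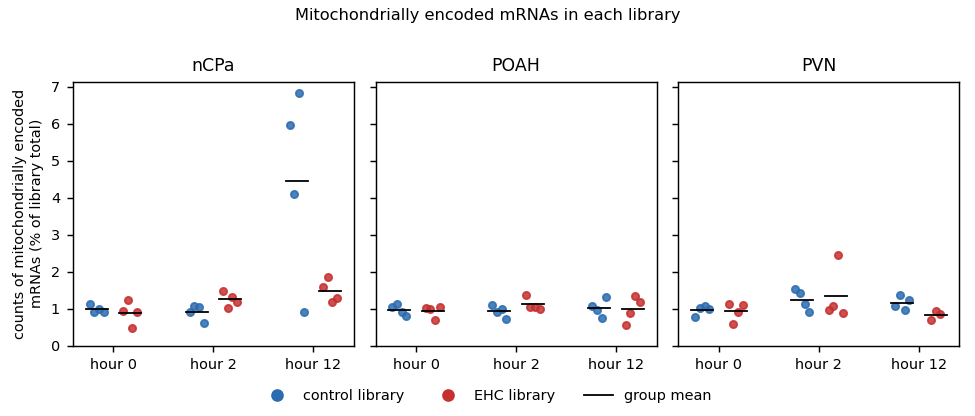
Share of each library's total count in mitochondrially encoded mRNAs (y axis, percent) by hour of the heat challenge (x axis) in the nCPa, POAH and PVN. Each point is 1 library, blue for control and red for EHC chicks, and black lines are group means; in the nCPa at hour 12, 3 control libraries lie above 4% and the other control library lies below the EHC libraries.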

**TABLE 3:** Ten most upregulated and 10 most downregulated DEGs in EHC at hour 12 in nCPa tissue^a^.

Direction	Ensembl ID	Name	Description	logFC	P-value	FDR
Upregulated	ENSGALG00010000384			0.97207	1.76E-08	5.72E-05
Upregulated	ENSGALG00010005981	AREL1	Apoptosis-resistant E3 ubiquitin protein ligase 1	0.81544	4.16E-07	5.62E-04
Upregulated	ENSGALG00010023442	STK25	Serine/threonine kinase 25	0.42320	7.56E-06	0.00415
Upregulated	ENSGALG00010017973	PKD1	Polycystin 1, transient receptor potential channel interacting	0.70729	1.46E-05	0.00677,265
Upregulated	ENSGALG00010016544	ADCY9	Adenylate cyclase 9	0.47785	2.03E-05	0.00791,217
Upregulated	ENSGALG00010020608	CAPZB	Capping actin protein of muscle Z-line beta subunit	0.52601	2.17E-05	0.00795,085
Upregulated	ENSGALG00010013908	TBC1D20	TBC1 domain family member 20	0.46503	3.07E-05	0.00967,321
Upregulated	ENSGALG00010018022	XPO6	Exportin 6	0.46862	3.20E-05	0.00971,448
Upregulated	ENSGALG00010026900			0.68841	3.67E-05	0.01046038
Upregulated	ENSGALG00010028151	DOCK3	Dedicator of cytokinesis 3	0.71350	3.67E-05	0.01046038
Downregulated	ENSGALG00010008407	GNAI1	G protein subunit alpha i1	−1.38534	1.57E-10	2.05E-06
Downregulated	ENSGALG00010023910	RNF7	Ring finger protein 7	−1.15010	2.33E-10	2.05E-06
Downregulated	ENSGALG00010007903	PSMA2	Proteasome subunit alpha 2	−1.09620	8.55E-09	5.01E-05
Downregulated	ENSGALG00010021639	SCG5	Secretogranin V	−1.91617	1.44E-08	5.72E-05
Downregulated	ENSGALG00010016240	EIF4A2	Eukaryotic translation initiation factor 4A2	−0.66176	1.95E-08	5.72E-05
Downregulated	ENSGALG00010014967	HNRNPH1	Heterogeneous nuclear ribonucleoprotein H1	−1.01498	4.32E-08	1.08E-04
Downregulated	ENSGALG00010024777			−2.48793	5.93E-08	1.30E-04
Downregulated	ENSGALG00010001738	PUDP	Pseudouridine 5′-phosphatase	−1.00633	1.34E-07	2.60E-04
Downregulated	ENSGALG00010000011	ND2	NADH dehydrogenase subunit 2	−3.19799	1.52E-07	2.60E-04
Downregulated	ENSGALG00010000022	ATP8	ATP synthase F0 subunit 8	−2.74138	1.63E-07	2.60E-04

Apoptosis-resistant E3 ubiquitin protein ligase 1 (AREL1), serine/threonine kinase 25 (STK25), polycystin 1, transient receptor potential channel interacting (PKD1), adenylate cyclase 9 (ADCY9), capping actin protein of muscle Z-line beta subunit (CAPZB), TBC1 domain family member 20 (TBC1D20), exportin 6 (XPO6), dedicator of cytokinesis 3 (DOCK3), G protein subunit alpha i1 (GNAI1), ring finger protein 7 (RNF7), proteasome subunit alpha 2 (PSMA2), secretogranin V (SCG5), eukaryotic translation initiation factor 4A2 (EIF4A2), heterogeneous nuclear ribonucleoprotein H1 (HNRNPH1), pseudouridine 5′-phosphatase (PUDP), NADH dehydrogenase subunit 2 (ND2), and ATP synthase F0 subunit 8 (ATP8). Abbreviations are not provided for unannotated genes.

^a^ All DE results were determined with FDR <0.1.

**TABLE 4:** DEGs after Gene Ontology enrichment and biological process category; FWER ≤0.1.

Ensembl gene ID	Gene name	Overrepresented p-value	Number DE in category	Total number in category	Biological process	FWER	Fold enrichment	Fold change
ENSGALG00010000011	ND2	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−3.19799
ENSGALG00010000029	ND4	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−2.84102
ENSGALG00010000037	ND6	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−2.17901
ENSGALG00010000007	ND1	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−2.01385
ENSGALG00010000033	ND5	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−1.75243
ENSGALG00010003358	DNAJC15	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−1.35734
ENSGALG00010000026	ND3	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−1.34728
ENSGALG00010008731	NDUFB9	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−1.12493
ENSGALG00010028036	NDUFS7	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−1.12090
ENSGALG00010007555	NDUFS6	7.03E-10	10	23	Mitochondrial electron transport, NADH to ubiquitone	6.12E-08	14.90296	−1.04794
ENSGALG00010000011	ND2	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−3.19799
ENSGALG00010000029	ND4	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−2.84102
ENSGALG00010000037	ND6	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−2.17901
ENSGALG00010000007	ND1	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−2.01385
ENSGALG00010000033	ND5	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−1.75243
ENSGALG00010018137	NDUFB5	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−1.35734
ENSGALG00010017738	NDUFS5	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−1.34728
ENSGALG00010008731	NDUFB9	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−1.12493
ENSGALG00010028036	NDUFS7	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−1.12090
ENSGALG00010004123	NDUFAF4	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−0.61710
ENSGALG00010024338	NDUFA9	1.70E-07	11	43	Mitochondrial respiratory chain complex I assembly	1.46E-05	8.76848	−0.37826
ENSGALG00010010906	ATP6V1C1	1.85E-04	4	8	Synaptic vesicle lumen acidification	0.01570	17.13840	−1.19382
ENSGALG00010004370	ATP6V1H	1.85E-04	4	8	Synaptic vesicle lumen acidification	0.01570	17.13840	−0.86649
ENSGALG00010028896	ATP6V1G1	1.85E-04	4	8	Synaptic vesicle lumen acidification	0.01570	17.13840	−0.72372
ENSGALG00010020015	ATP6V1D	1.85E-04	4	8	Synaptic vesicle lumen acidification	0.01570	17.13840	−0.60052
ENSGALG00010010262	HSPA9	9.57E-04	5	22	Protein export from nucleus	0.08035	7.79018	−0.53047
ENSGALG00010028137	NUP214	9.57E-04	5	22	Protein export from nucleus	0.08035	7.79018	0.46482
ENSGALG00010018022	XPO6	9.57E-04	5	22	Protein export from nucleus	0.08035	7.79018	0.46862
ENSGALG00010020305	XPO7	9.57E-04	5	22	Protein export from nucleus	0.08035	7.79018	0.49686
ENSGALG00010017973	PKD1	9.57E-04	5	22	Protein export from nucleus	0.08035	7.79018	0.70729
ENSGALG00010000029	ND4	1.03E-03	4	14	Aerobic respiration	0.08582	9.79337	−2.84102
ENSGALG00010000007	ND1	1.03E-03	4	14	Aerobic respiration	0.08582	9.79337	−2.01385
ENSGALG00010000017	COX1	1.03E-03	4	14	Aerobic respiration	0.08582	9.79337	−1.27152
ENSGALG00010022937	BLOC1S1	1.03E-03	4	14	Aerobic respiration	0.08582	9.79337	−1.1705

#### 3.2.2 DEGs identified in the POAH

In the POAH, a total of 18 DEGs were identified after performing edgeR and DEseq2 tests. Similar to the nCPa, at hour 0, there were 0 DEGs identified between treatment groups. 

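Before the challenge, the POAH of EHC and control chicks (n = 4 each) differed in no gene by edgeR, with 1097 genes at an unadjusted p under 0.05, while DESeq2 called 52, of which 46 were higher in EHC chicks. The 11 mitochondrially encoded mRNAs had a median log2 fold change of 0.08, and as a set an adjusted p of 0.27 from limma's camera. With all POAH libraries in 1 model edgeR called 1 gene, and without EHC Sample_25 or Sample_28 it called 5 or 1.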

At hour 2, there were 18 DEGs (Table 5). These genes were investigated individually as there were not enough genes to perform a robust enrichment analysis. 

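In the POAH at hour 2, the summed CPM of 6 genes of the extracellular matrix was 1861 in 1 EHC library and 41.2 to 58.0 in the other 3, against 31 to 55 in control chicks (two-sided exact permutation test, p = 0.14, adjusted p = 0.64, n = 4 each). CHAD, chondroadherin of cartilage matrix on chromosome 18 (10987258 to 10994844), was at 95.6 ± 182 CPM in EHC and 2.44 ± 0.658 CPM in control chicks (SD, n = 4 each), a log2 fold change of 4.06 (SE 1.53, adjusted p = 0.49 from edgeR). MGP, matrix Gla protein, an inhibitor of calcification, was at 104 ± 204 and 1.34 ± 0.728 CPM, a log2 fold change of 5.27 (SE 1.84, adjusted p = 0.43 from edgeR). C1QTNF8, of the C1q and TNF-related family, had 4.95 (SE 1.31, adjusted p = 0.28 from edgeR and 0.084 from DESeq2), and OC3, which lies beside MGP on chromosome 1, had 6.30 (SE 1.49, adjusted p = 0.24 from edgeR and 0.0022 from DESeq2). Without EHC Sample_79 the log2 fold changes were 0.95 for CHAD, 0.63 for MGP, 2.62 for C1QTNF8 and 2.78 for OC3. TIMP2 was at 221 ± 79.5 CPM in EHC and 111 ± 24.1 CPM in control chicks, a log2 fold change of 1.01 (SE 0.27, adjusted p = 0.32 from edgeR and 0.041 from DESeq2). FAM46A, which encodes a poly(A) polymerase, had 1.41 (SE 0.35, adjusted p = 0.28 from edgeR and 0.016 from DESeq2). In C1QTNF8, OC3, TIMP2 and FAM46A, all 4 EHC libraries lay above all 4 control libraries (two-sided exact permutation test, p = 0.029, n = 4 each). The paper chose these genes on these samples, so this is not independent evidence. OC3 was near the floor, at 0 to 0.32 CPM in controls and 0.347 to 0.841 CPM in the EHC libraries other than Sample_79. The EHC libraries were also shallower, so its separation and its fold change without Sample_79 rest on very few counts. Of the 18 genes that the paper lists, 17 were higher and 1 was lower in EHC chicks, 16 at an unadjusted p under 0.05; edgeR called none, DESeq2 13 and a model over all POAH libraries 11. The only gene called by edgeR was ENSGALG00010026014, with a log2 fold change of 6.12 (SE 0.75, adjusted p = 0.049 from edgeR). It has no symbol in the paper's tables and was named after its values were seen. Of all genes, 1823 had an unadjusted p under 0.05, 49 were called with no sex term and 40 with all POAH libraries in the model. With 1 library left out, the count was 102 without EHC Sample_79, then 86 without control Sample_73, then 30 without EHC Sample_91. It was 3 without EHC Sample_67 or Sample_115, and 0 without control Sample_64, Sample_70 or Sample_118. By sex-linked expression, EHC Sample_67, Sample_79 and Sample_115 and control Sample_118 stood on the female side and the other libraries on the male side. Sample_67 and Sample_70 went against their labels. Treatment was thus partly confounded with sex here, and the sex term used the labels as given. Without Sample_67 and Sample_70, left out after seeing the data, edgeR called 0 genes.

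**Figure D4:**
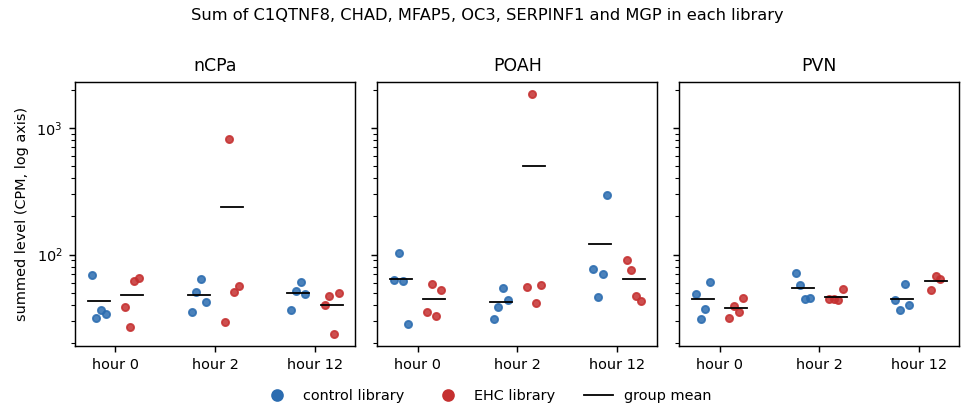
Summed CPM of C1QTNF8, CHAD, MFAP5, OC3, SERPINF1 and MGP (y axis, log scale) by hour of the heat challenge (x axis) in the nCPa, POAH and PVN. Each point is 1 library, blue for control and red for EHC chicks, and black lines are group means; 1 EHC library of the POAH at hour 2 stands at 1861 CPM and the other 3 at 41.2 to 58.0 CPM.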

All but one gene were upregulated (BEND3), 17 genes were protein-coding, and 1(ENSGALG00010004520) was lncRNA. 

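BEND3, a repressor that binds heterochromatin, lies on chromosome 3 (67638257 to 67686005) and was at 27.5 ± 5.61 CPM in the POAH of EHC chicks and 43.96 ± 2.37 CPM in controls at hour 2 (SD, n = 4 each). Its log2 fold change was -0.68 (SE 0.17, adjusted p = 0.29 from edgeR and 0.070 from DESeq2), and all 4 EHC libraries lay below all 4 control libraries (two-sided exact permutation test, p = 0.029). The 9 genes of the list without a symbol were all higher in EHC chicks, with a median log2 fold change of 1.80. ENSGALG00010003368 was at 262 ± 78.5 CPM in EHC and 72.8 ± 20.5 CPM in control chicks, a log2 fold change of 1.88 (SE 0.28, adjusted p = 0.11 from edgeR and 2.7e-07 from DESeq2). The lncRNA ENSGALG00010004520 was at 33.9 ± 22.7 and 9.37 ± 0.643 CPM, a log2 fold change of 1.73 (SE 0.33, adjusted p = 0.17 from edgeR and 0.00045 from DESeq2). None of the 9 was called by edgeR over all genes, and all 9 passed when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these samples. ENSGALG00010003368 is 1 of 9 genes without a symbol in the paper's tables that vary together over all libraries, with pairwise correlations of log2 CPM of at least 0.952. Their summed expression was 2620 ± 671 CPM in EHC and 740 ± 239 CPM in control chicks in the POAH at hour 2, and ran the other way in the PVN at hour 12, at 520 ± 76.5 CPM (n = 3) and 1803 ± 252 CPM (n = 4).

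**Figure D5:**
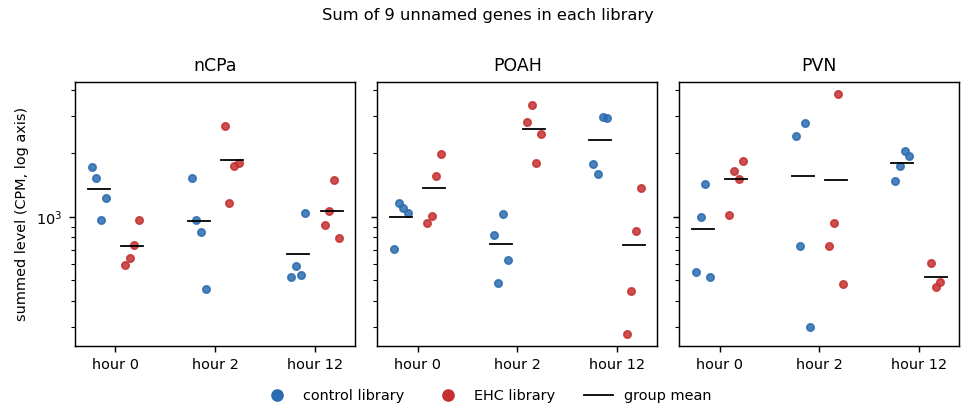
Summed CPM of the 9 genes without a symbol in the paper's tables that vary together (y axis, log scale) by hour of the heat challenge (x axis) in the nCPa, POAH and PVN. Each point is 1 library, blue for control and red for EHC chicks, and black lines are group means; EHC libraries lie above control libraries in the POAH at hour 2 and below them in the POAH and PVN at hour 12.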

GO enrichment was not performed. At hour 12, no DEGs were identified.

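At hour 12, no gene of the POAH differed between EHC and control chicks (n = 4 each) by edgeR, with 1276 at an unadjusted p under 0.05, and DESeq2 called 38, 6 higher and 32 lower. Mitochondrially encoded mRNAs had a median log2 fold change of 0.02 here, and as a set an adjusted p of 0.20 from limma's camera. The 9 genes without a symbol that vary together were lower in EHC chicks at this hour, by a mean log2 difference of -1.86, with all 4 EHC libraries below all 4 control libraries (two-sided exact permutation test, p = 0.029, adjusted p = 0.064 over the 9 groups compared). Without EHC Sample_148, edgeR called 4 genes.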

**TABLE 5:** Differentially expressed genes in the EHC group vs control group at hour 2 in the POAH^a^.

Direction	Ensembl ID	Name	Description	logFC	P-value	FDR
Upregulated	ENSGALG00010004520			1.85130	1.28E-05	0.06251
Upregulated	ENSGALG00010003429			1.94931	1.34E-05	0.06251
Upregulated	ENSGALG00010017487	C1QTNF8	C1q and TNF-related 8	5.44959	1.78E-05	0.06251
Upregulated	ENSGALG00010003395			1.86689	1.80E-05	0.06251
Upregulated	ENSGALG00010029651	CHAD		5.30853	3.09E-05	0.06251
Upregulated	ENSGALG00010003346			1.75279	3.33E-05	0.06251
Upregulated	ENSGALG00010022764	MFAP5	Microfibril-associated protein 5	2.54772	3.50E-05	0.06251
Upregulated	ENSGALG00010003368			1.87428	3.59E-05	0.06251
Upregulated	ENSGALG00010011181			1.37643	3.62E-05	0.06251
Upregulated	ENSGALG00010003377			1.78224	3.80E-05	0.06251
Upregulated	ENSGALG00010012092	OC3	Osteocalcin-like protein OC3	6.42273	3.91E-05	0.06251
Upregulated	ENSGALG00010003408			1.74615	5.20E-05	0.07613
Upregulated	ENSGALG00010029387	SERPINF1	Serpin family F member 1	3.53737	8.04E-05	0.09889
Upregulated	ENSGALG00010012083	MGP	Matrix Gla protein	6.29646	8.60E-05	0.09889
Downregulated	ENSGALG00010012529	BEND3	BEN domain containing 3	−0.67962	8.73E-05	0.09889
Upregulated	ENSGALG00010029270	TIMP2	TIMP metallopeptidase inhibitor 2	1.01350	9.49E-05	0.09889
Upregulated	ENSGALG00010003202	FAM46A	Family with sequence similarity 46 member A	1.57178	9.70E-05	0.09889
Upregulated	ENSGALG00010000651			4.04485	1.01E-04	0.09889

Microfibril-associated protein 5 (MFAP5), osteocalcin-like protein OC3 (OC3), serpin family F member 1 (SERPINF1), matrix Gla protein (MGP), BEN domain containing 3 (BEND3), TIMP metallopeptidase inhibitor 2 (TIMP2), and family with sequence similarity 46 member A (FAM46A). Abbreviations are not provided for unannotated genes.

^a^ All DE results were determined with FDR <0.1. C1q and TNF-related 8 (C1QTNF8).

#### 3.2.3 DEGs identified in the PVN

Fewer differences were observed in the PVN than in the nCPa and POAH, with only four DEGs identified (Table 6). Four of these were different at hour 2. 

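In the PVN at hour 0, no gene differed between EHC and control chicks (n = 4 each) by edgeR, with 1060 genes at an unadjusted p under 0.05 and 25 called by DESeq2. At hour 12, 52 genes did, 19 higher and 33 lower in EHC chicks (n = 3) than in controls (n = 4). ND6, which is encoded in the mitochondrial genome, was among the lower genes and fell from 174.7 ± 36.3 CPM in controls to 90.1 ± 0.730 CPM in EHC chicks (SD), a log2 fold change of -0.93 (SE 0.15, adjusted p = 0.084 from edgeR). The other 10 measured mRNAs were lower as well and were not called over all genes, and the median of the 11 was -0.86. All 11 passed when adjusted over the list alone, and as a set they had an adjusted p of 1.8e-10 from limma's camera and an adjusted p of 0.36 with an estimated correlation. ENSGALG00010003258 fell with a log2 fold change of -1.80 (SE 0.12, adjusted p = 0.0014 from edgeR), and ENSGALG00010010515 rose with 3.00; neither has a symbol in the paper's tables, and both were named after their values were seen. DESeq2 called 223 genes, 50 of them also called by edgeR, and 2039 had an unadjusted p under 0.05. With all PVN libraries in 1 model, 1 gene was called, and without EHC Sample_159, Sample_177 or Sample_150 there were 14, 14 and 11 calls.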

At hour 0 and 12, there were no DEGs. The four genes that were differentially expressed were upregulated in the EHC group. Among these four, two are associated with hypothalamic responses: vasoactive intestinal peptide receptor 1 (VIPR1) and caprin family member 2 (CAPRIN2) Bárez-López et al., 2022). 

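VIPR1, a receptor of vasoactive intestinal peptide, lies on chromosome 2 (1764256 to 1874747) and was at 40.8 ± 13.9 CPM in the PVN of EHC chicks and 13.6 ± 2.47 CPM in controls at hour 2 (SD, n = 4 each). The log2 fold change was 1.55 (SE 0.24, adjusted p = 0.67 from edgeR and 0.0022 from DESeq2). CAPRIN2, an RNA-binding protein of the caprin family on chromosome 1 (59631237 to 59663199), was at 62.5 ± 23.2 CPM in EHC and 26.0 ± 2.94 CPM in control chicks, a log2 fold change of 1.24 (SE 0.23, adjusted p = 0.73 from edgeR and 0.015 from DESeq2). In both genes all 4 EHC libraries lay above all 4 control libraries (two-sided exact permutation test, p = 0.029). The paper chose both genes on these samples, so this is not independent evidence. In the PVN at hour 2, edgeR called no gene, with 1342 at an unadjusted p under 0.05, and DESeq2 called 28, of which 12 were higher and 16 lower in EHC chicks. Without EHC Sample_69 or Sample_117 edgeR called 3 or 1. By sex-linked expression, EHC Sample_69, Sample_81 and Sample_117 and control Sample_120 stood on the female side and the other libraries on the male side. Sample_69 and Sample_72 went against their labels. Treatment was thus partly confounded with sex here as well, and the sex term used the labels as given.

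**Figure D6:**
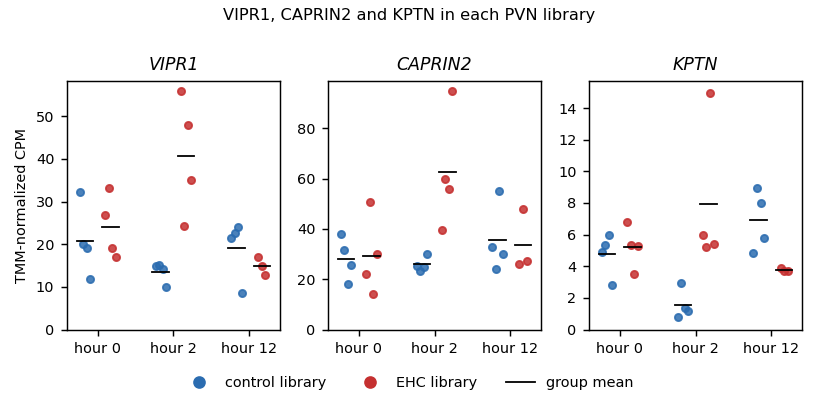
TMM-normalized CPM (y axis) of VIPR1, CAPRIN2 and KPTN in the PVN by hour of the heat challenge (x axis). Each point is 1 library, blue for control and red for EHC chicks, and black lines are group means; at hour 2 the 4 EHC libraries lie above the 4 control libraries in each gene.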

Of the other two, one gene encodes a factor involved in mitochondrial calcium uptake (MICU1) and the other encodes an actin-binding protein, Kaptin (KPTN).

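KPTN, kaptin, an actin-associated protein on chromosome 38 (182692 to 189904), was at 7.91 ± 4.73 CPM in EHC and 1.55 ± 0.947 CPM in control chicks of the PVN at hour 2 (SD, n = 4 each), a log2 fold change of 2.25 (SE 0.56, adjusted p = 0.73 from edgeR), and DESeq2's filter on low counts gave it no adjusted p. All 4 EHC libraries lay above all 4 control libraries (two-sided exact permutation test, p = 0.029). Sample_69 and Sample_72 are the PVN libraries of hour 2 whose sex-linked expression ran against their label. Without them, left out after seeing the data, edgeR called 25 genes in this comparison, 17 higher and 8 lower.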

**TABLE 6:** Differentially expressed genes in EHC vs control chicks at hour 2 in the paraventricular nucleus^a^.

Direction	Ensembl ID	Name	Description	logFC	P-value	FDR
Upregulated	ENSGALG00010027363	VIPR1	Vasoactive intestinal peptide receptor 1	1.64135	3.77E-06	0.06319
Upregulated	ENSGALG00010010774	KPTN	Kaptin, actin-binding protein	2.40213	1.01E-05	0.06319
Upregulated	ENSGALG00010021481	MICU1	Mitochondrial calcium uptake 1	0.84260	1.08E-05	0.06319
Upregulated	ENSGALG00010012072	CAPRIN2	Caprin family member 2	1.31568	2.16E-05	0.09515

Vasoactive intestinal peptide receptor 1 (VIPR1), Kaptin, actin binding protein (KPTN), mitochondrial calcium uptake 1 (MICU1), and caprin family member 2 (CAPRIN2).

^a^ All DE results were determined with FDR <0.1.

### 3.3 Differential gene expression relative to 0-, 2-, and 12-h timepoints irrespective of EHC vs control

The differences described in Section 3.2 were detected by comparing the two treatment groups, EHC and control. We also completed analyses that determined the effect of timepoints in the heat challenge, irrespective of treatment. Timepoint comparisons were made as follows: hour 12 relative to hour 2 (12 vs 2), hour 2 vs hour 0, and hour 12 vs hour 0 within tissue. There were no DEGs identified in the POAH or PVN.

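In the POAH, no gene differed by edgeR between hours 2 and 0 (906 at an unadjusted p under 0.05), hours 12 and 2 (1071) or hours 12 and 0 (997), over control and EHC chicks together. DESeq2 called 1, 4 and 0 genes in these comparisons. In the PVN, the counts by edgeR were 0 for hour 2 against 0 (1409 at an unadjusted p under 0.05), 0 for hour 12 against 2 (1079) and 0 for hour 12 against 0 (1078), and DESeq2 called 52, 33 and 0. The 11 mitochondrially encoded mRNAs had median log2 fold changes of 0.23 in the POAH and 0.55 in the PVN at hour 2 against hour 0, and of -0.43 in the PVN at hour 12 against hour 2. As sets these passed limma's camera (adjusted p = 8.9e-05, 1.6e-05 and 8.9e-05) and did not pass with an estimated correlation (adjusted p = 0.41, 0.41 and 0.42 with an estimated correlation). Within EHC chicks of the PVN, 245 genes differed between hours 12 and 0 by edgeR, 107 higher and 138 lower at hour 12, and within control chicks 0 did, with 1085 at an unadjusted p under 0.05. Whether the change over time differed between EHC and control chicks was not tested in the PVN.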

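In the nCPa, no gene differed between hours 2 and 0 (n = 8 each) by edgeR, with 1331 at an unadjusted p under 0.05 and 5 called by DESeq2. Between hours 12 and 2, edgeR called ENSGALG00010003574, which fell with a log2 fold change of -2.46 (SE 0.38, adjusted p = 0.089 from edgeR). It has no symbol in the paper's tables and was named after its values were seen. DESeq2 called 80 genes higher and 62 lower at hour 12, and 1818 genes had an unadjusted p under 0.05. Of the 9 genes that the paper lists, 8 were lower and 1 was higher at hour 12; edgeR called none of them and DESeq2 called all 9. The 11 mitochondrially encoded mRNAs were all higher at hour 12, with a median log2 fold change of 2.03; none was called over all genes and 10 were when adjusted over the list alone. As a set they had an adjusted p of 3.0e-10 from limma's camera and an adjusted p of 0.30 with an estimated correlation. Much of this change rests on 3 control libraries of hour 12, with 4.08 to 6.82% of their counts in these mRNAs, against 0.92 to 1.86% in the other 5 libraries of hour 12 and 0.60 to 1.48% at hour 2. Without these 3, a choice made after seeing the data, 10 were higher and 1 was lower, with a median of 0.46, and 5 passed when adjusted over the list alone. The list comes from the paper's results on these libraries of hour 12, so these tests are not independent evidence. Without control Sample_119, Sample_74 or Sample_65 of hour 2, edgeR called 26, 11 and 2 genes, without control Sample_173 of hour 12 it called 3, and in 11 of the other 12 runs that left out 1 library it called none.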

No differences were detected in the nCPa for hour 2 vs hour 0; however, the comparison between hour 12 and hour 2 yielded 9 DEGs (Table 7). All genes, except for ubiquitin-associated protein 2-like (UBAP2L), were downregulated at hour 12 relative to hour 2.

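MCL1, an anti-apoptotic protein of the BCL2 family, was at 56.1 ± 7.43 CPM at hour 12 and 77.2 ± 9.23 CPM at hour 2 in the nCPa (SD, n = 8 each), a log2 fold change of -0.45 (SE 0.10, adjusted p = 0.22 from edgeR and 0.0076 from DESeq2). GFI1B, a transcriptional repressor of blood cell development, was at 0.481 ± 0.395 and 4.36 ± 4.74 CPM, a log2 fold change of -2.92 (SE 0.67, adjusted p = 0.22 from edgeR and 0.011 from DESeq2). HIGD2A, an assembly factor of respiratory complex IV on chromosome 13 (10020301 to 10020903), was at 3.62 ± 1.75 and 9.12 ± 2.97 CPM, a log2 fold change of -1.23 (SE 0.25, adjusted p = 0.16 from edgeR and 0.0031 from DESeq2). CSNK1A1, casein kinase 1 alpha, had -0.38 (SE 0.11, adjusted p = 0.33 from edgeR and 0.0999 from DESeq2).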

**TABLE 7:** DEGs identified at hour 12 relative to those identified at hour 2 in the nCPa^a^.

Direction	Ensembl ID	Name	Description	logFC	P-value	FDR
Downregulated	ENSGALG00010014243	HIGD2A		−1.32130	4.20E-06	0.05620
Downregulated	ENSGALG00010016502	YIPF5	Yip1 domain family member 5	−0.60054	6.39E-06	0.05620
Downregulated	ENSGALG00010019810	ZFAND6	Zinc finger AN1-type containing 6	−0.68436	1.28E-05	0.05747
Upregulated	ENSGALG00010027867	UBAP2L	Ubiquitin-associated protein 2 like	0.56530	1.31E-05	0.05747
Downregulated	ENSGALG00010011991	CSNK1A1	Casein kinase 1 alpha 1	−0.43456	1.79E-05	0.06285
Downregulated	ENSGALG00010027359			−1.03567	3.02E-05	0.08838
Downregulated	ENSGALG00010028459	MCL1	BCL2 family apoptosis regulator	−0.50885	4.68E-05	0.09720
Downregulated	ENSGALG00010027617			−0.43455	4.72E-05	0.09720
Downregulated	ENSGALG00010028823	GFI1B	Growth factor independent 1B transcriptional repressor	−3.11826	4.98E-05	0.09720

Yip1 domain family member 5 (YIPF5), zinc finger AN1-type containing 6 (ZFAND6), ubiquitin-associated protein 2 like (UBAP2L), casein kinase 1 alpha 1 (CSNK1A1), BCL2 family apoptosis regulator (MCL1), and growth factor independent 1B transcriptional repressor (GFI18). Abbreviations are not provided for unannotated genes.

^a^ All DE results were determined with FDR <0.1.

In the nCPa, the hour 12 vs hour 0 comparison revealed 49 DEGs (Table 8). Of these genes, 16 were upregulated and 24 genes were downregulated at hour 12. 

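In the nCPa, 5 genes differed between hours 12 and 0 (n = 8 each) by edgeR, 1 higher and 4 lower at hour 12. MOGS, the glucosidase that begins trimming of N-linked glycans, was lower, and ENSGALG00010029333 rose from 101 ± 12.9 to 165 ± 26.98 CPM (SD), a log2 fold change of 0.71 (SE 0.11, adjusted p = 0.076 from edgeR). The other lower genes were ENSGALG00010003605, ENSGALG00010003624 and ENSGALG00010003607, which have no symbol in the paper's tables and were named after their values were seen. DESeq2 called 209 genes, 132 higher and 77 lower at hour 12, and a model over all nCPa libraries called 122, 49 higher and 73 lower; 1808 genes had an unadjusted p under 0.05. All 49 genes that the paper lists had an unadjusted p under 0.05, and 2 were called by edgeR, 36 by DESeq2 and 37 by the model over all nCPa libraries. Without control Sample_173 of hour 12, edgeR called 78 genes, without control Sample_143 of hour 12 it called 1, and without EHC Sample_26, Sample_11, Sample_44 (hour 0) or Sample_161 (hour 12) it called 7, 4, 5 and 7. In the other 10 runs that left out 1 library it called none.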

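Over the listed genes, 16 were higher and 33 were lower at hour 12 than at hour 0. Among the higher genes, CNOT4, a ubiquitin ligase of the CCR4-NOT complex on chromosome 1 (47817607 to 47888319), was at 76.3 ± 10.3 CPM at hour 12 and 54.0 ± 3.23 CPM at hour 0 (SD, n = 8 each), a log2 fold change of 0.50 (SE 0.09, adjusted p = 0.12 from edgeR and 0.00044 from DESeq2). LSM12, an RNA-binding protein of the LSM family, had 0.78 (SE 0.14, adjusted p = 0.12 from edgeR and 0.00066 from DESeq2), and TAB3, an adaptor of the kinase TAK1, had 0.46 (SE 0.09, adjusted p = 0.14 from edgeR). Among the lower genes, PSMD3, a subunit of the proteasome's regulatory particle, was at 24.0 ± 3.89 and 35.8 ± 5.03 CPM, a log2 fold change of -0.56 (SE 0.12, adjusted p = 0.15 from edgeR and 0.0044 from DESeq2). CERK, ceramide kinase, had -0.45 (SE 0.10, adjusted p = 0.15 from edgeR and 0.0032 from DESeq2). The 11 mitochondrially encoded mRNAs were all higher at hour 12, with a median log2 fold change of 2.12; 10 passed when adjusted over the list alone, and as a set they had an adjusted p of 9.5e-13 from limma's camera and an adjusted p of 0.26 with an estimated correlation. They took up 4.08 to 6.82% of the counts in 3 control libraries of hour 12, 0.92 to 1.86% in the other 5 of that hour and 0.48 to 1.23% at hour 0. Without those 3 libraries, left out after seeing the data, 10 were higher and 1 was lower at hour 12, with a median of 0.67, and 11 passed when adjusted over the list alone. The list comes from the paper's results on these samples, so these tests are not independent evidence.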

After individually investigating each DEG, it was observed that these genes were classified as protein-coding or lncRNA and that to our knowledge, no existing literature links these genes to either hypothalamic regulation or control.

**TABLE 8:** DEGs at hour 12 vs hour 0 in the nCP^a^.

Direction	Ensembl ID	Name	Description	logFC	P-value	FDR
Downregulated	ENSGALG00010024651	PSMD3	Proteasome 26S subunit, non-ATPase 3	−0.68594	2.15E-06	0.02871
Downregulated	ENSGALG00010012032			−1.28093	3.27E-06	0.02871
Downregulated	ENSGALG00010014243	HIGD2A		−1.27669	5.64E-06	0.03307
Downregulated	ENSGALG00010006120	MOGS	Mannosyl-oligosaccharide glucosidase	−1.00933	8.47E-06	0.03723
Downregulated	ENSGALG00010011531	MTDH	Metadherin	−0.44060	1.52E-05	0.05334
Downregulated	ENSGALG00010020476	TMEM132A	Transmembrane protein 132A	−0.53498	1.98E-05	0.05796
Downregulated	ENSGALG00010021416	PLEKHH3	Pleckstrin homology, MyTH4, and FERM domain containing H3	−0.78872	3.03E-05	0.06675
Downregulated	ENSGALG00010028008	NTMT1	N-terminal Xaa-Pro-Lys N-methyltransferase 1	−0.53559	3.89E-05	0.06675
Downregulated	ENSGALG00010006065	WDR54	WD repeat domain 54	−0.68781	5.49E-05	0.06675
Upregulated	ENSGALG00010024961	LSM12	LSM12 homolog	0.66363	6.03E-05	0.06675
Downregulated	ENSGALG00010019064	DPY19L1		−0.60439	6.30E-05	0.06675
Upregulated	ENSGALG00010010126			1.77888	6.44E-05	0.06675
Downregulated	ENSGALG00010014278	G3BP1	G3BP stress granule assembly factor 1	−0.48920	6.73E-05	0.06675
Downregulated	ENSGALG00010008172	SNTB2	Syntrophin beta 2	−1.04640	7.09E-05	0.06675
Downregulated	ENSGALG00010015299	GALE	UDP-galactose-4-epimerase	−0.64200	7.17E-05	0.06675
Downregulated	ENSGALG00010024635			−0.86725	7.43E-05	0.06675
Downregulated	ENSGALG00010027617			−0.41535	7.81E-05	0.06675
Downregulated	ENSGALG00010025323	KLHDC8A	Kelch domain containing 8A	−0.48698	8.10E-05	0.06675
Downregulated	ENSGALG00010002792			−0.64896	8.28E-05	0.06675
Upregulated	ENSGALG00010001837	TAB3	TGF-beta activated kinase 1 (MAP3K7) binding protein 3	0.34290	8.42E-05	0.06675
Downregulated	ENSGALG00010018482	C10orf2	Twinkle mtDNA helicase	−0.89467	8.67E-05	0.06675
Upregulated	ENSGALG00010002185			0.94745	9.03E-05	0.06675
Downregulated	ENSGALG00010018951	YKT6	YKT6 v-SNARE homolog (*S. cerevisiae*)	−0.71108	9.11E-05	0.06675
Upregulated	ENSGALG00010001744			0.94319	1.12E-04	0.07224
Upregulated	ENSGALG00010029333			0.59066	1.24E-04	0.07224
Upregulated	ENSGALG00010029624	RASL10B	RAS-like family 10 member B	0.61430	1.33E-04	0.07224
Downregulated	ENSGALG00010022034			−0.69617	1.33E-04	0.07224
Upregulated	ENSGALG00010000022	ATP8	ATP synthase F0 subunit 8	2.64221	1.39E-04	0.07224
Downregulated	ENSGALG00010022513	NDUFAF1	NADH: ubiquinone oxidoreductase complex assembly factor 1	−0.41088	1.40E-04	0.07224
Downregulated	ENSGALG00010027359			−0.90077	1.45E-04	0.07224
Upregulated	ENSGALG00010000011	ND2	NADH dehydrogenase subunit 2	3.16881	1.53E-04	0.07224
Downregulated	ENSGALG00010004991	FAM133B	Family with sequence similarity 133 member B	−0.40436	1.62E-04	0.07224
Downregulated	ENSGALG00010019042	PEX6	Peroxisomal biogenesis factor 6	−0.43292	1.62E-04	0.07224
Downregulated	ENSGALG00010023482	SOGA1	Suppressor of glucose, autophagy associated 1	−0.42100	1.66E-04	0.07224
Upregulated	ENSGALG00010000020	COX2	Cytochrome c oxidase subunit II	1.06082	1.73E-04	0.07224
Upregulated	ENSGALG00010000033	ND5	NADH dehydrogenase subunit 5	1.68731	1.75E-04	0.07224
Upregulated	ENSGALG00010000026	ND3	NADH dehydrogenase subunit 3	1.56277	1.77E-04	0.07224
Downregulated	ENSGALG00010020451			−0.63924	2.09E-04	0.07952
Downregulated	ENSGALG00010020970	C6H10orf76	Armadillo-like helical domain containing 3	−0.46178	2.17E-04	0.07952
Downregulated	ENSGALG00010018044	INTS11	Integrator complex subunit 11	−1.44967	2.22E-04	0.07952
Upregulated	ENSGALG00010000023	ATP6	ATP synthase F0 subunit 6	2.29204	2.29E-04	0.08025
Downregulated	ENSGALG00010008010	CERK	Ceramide kinase	−0.56402	2.36E-04	0.08025
Upregulated	ENSGALG00010000029	ND4	NADH dehydrogenase subunit 4	2.66278	2.37E-04	0.08025
Downregulated	ENSGALG00010027533	WDR18	WD repeat domain 18	−0.76318	2.69E-04	0.08749
Downregulated	ENSGALG00010028129	CYB561D2	Cytochrome b561 family member D2	−0.81944	2.84E-04	0.08908
Downregulated	ENSGALG00010013402	MARCKS	Myristoylated alanine rich protein kinase C substrate	−0.52691	3.04E-04	0.09188
Downregulated	ENSGALG00010029763	GEMIN4	Gem nuclear organelle associated protein 4	−0.50494	3.08E-04	0.09188
Upregulated	ENSGALG00010010111	CNOT4	CCR4-NOT transcription complex subunit 4	0.38662	3.21E-04	0.09254
Upregulated	ENSGALG00010000034	CYTB	Cytochrome b	1.99713	3.27E-04	0.09272

Proteasome 26S subunit, non-ATPase 3 (PSMD3), mannosyl-oligosaccharide glucosidase (MOGS), metadherin (MTDH), transmembrane protein 132A (TMEM132A), pleckstrin homology, MyTH4, and FERM domain containing H3 (PLEKHH3), N-terminal Xaa-Pro-Lys N-methyltransferase 1 (NTMT1), WD repeat domain 54 (WDR54), LSM12 homolog (LSM12), G3BP stress granule assembly factor 1 (G3BP1), syntrophin beta 2 (SNTB2), UDP-galactose-4-epimerase (GALE), kelch domain containing 8A (KLHDC8A), TGF-beta activated kinase 1 (MAP3K7) binding protein 3 (TAB3), twinkle mtDNA helicase (C10orf2), YKT6 v-SNARE homolog (*S. cerevisiae*) (YKT6), RAS like family 10 member B (RASL10B), ATP synthase F0 subunit 8 (ATP8), NADH: ubiquinone oxidoreductase complex assembly factor 1 (NDUFAF1), NADH dehydrogenase subunit 2 (ND2), family with sequence similarity 133 member B (FAM133B), peroxisomal biogenesis factor 6 (PEX6), suppressor of glucose, autophagy associated 1 (SOGA1), cytochrome c oxidase subunit II (COX2), NADH dehydrogenase subunit 5 (ND5), NADH dehydrogenase subunit 3 (ND3), armadillo like helical domain containing 3 (C6H10orf76), integrator complex subunit 11 (INTS11), ATP synthase F0 subunit 6 (ATP6), ceramide kinase (CERK), NADH dehydrogenase subunit 4 (ND4), WD repeat domain 18 (WDR18), cytochrome b561 family member D2 (CYB561D2), myristoylated alanine rich protein kinase C substrate (MARCKS), gem nuclear organelle associated protein 4 (GEMIN4), CCR4-NOT transcription complex subunit 4 (CNOT4), and cytochrome b (CYTB). Abbreviations are not provided for unannotated genes.

^a^ All DE results were determined with FDR <0.1.

## 4 Discussion

Studies have demonstrated that EHC has had positive effects on thermotolerance in chick embryos and broiler chicks (Piestun et al., 2013). Heat shock proteins (HSPs) were measured and found to increase simultaneously with thermotolerance development, suggesting that HSPs are essential for survival and provide protective mechanisms (Amaz et al, 2024a; 2024b). Although differences were also observed in the gut and adipose tissue, metabolism-related effects in the brain are unknown (Sulaiman et al., 2024; Beck et al., 2024). Previous studies have also shown that EHC increases the expression of anti-inflammatory genes in the hypothalamus (Rosenberg et al., 2020; Rosenberg et al., 2022). The objective of this study was to identify differences in the transcriptomes of the nCPa, POAH, and PVN resulting from embryonic heat conditioning and in response to a post-hatch heat challenge (which we anticipated would accentuate changes related to effects of EHC on thermotolerance). The heat challenge was introduced on day 4 post-hatch to align with our previous studies on appetite regulation and metabolism, which were also conducted on day 4 post-hatch to facilitate free-hand intracerebroventricular injections (Bohler et al., 2020; Sulaiman et al., 2024; Beck et al., 2024). Chicks were observed to be panting, a primary indication of heat expenditure and stress. Additionally, we hypothesized that EHC is associated with epigenetic changes, as previously demonstrated by Rosenberg et al. (2020). As chick age increases, environmental factors have the potential to “mute” epigenetic programming that occurs during embryonic development. We hypothesize that these epigenetic changes will lead to persistent effects on gene expression and transcriptional regulation. Accordingly, our design included hour 0 as a baseline to capture the effects of the EHC on gene expression and the heat stress timepoints to measure the effects of EHC on transcriptional regulatory effects that are not manifested without an external stressor.

RNA-seq analysis suggests that EHC influenced gene expression, with a total of 491 DEGs across tissues, with most localized in the nCPa. Almost no DEGs were detected in the PVN, in which we hypothesized that stress-related factors might be affected. In all tissues, no DEGs were identified at hour 0, suggesting that in the absence of a stressor, gene expression profiles were similar in control and EHC chicks. At hour 2 of the heat challenge, a few DEGs were detected in all three tissues, suggesting that although the heat exposure revealed differences in transcriptional regulation that were not apparent in the absence of a stressor, relatively few genes were affected (4 in PVN, 18 in POAH, and 2 in the nCPa). 

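Whether EHC acted differently on the nCPa and the other nuclei at hour 12 was tested as an interaction of treatment and nucleus. Against the PVN, 133 genes differed in their response to EHC, 40 more positive and 93 more negative in the nCPa, at an adjusted p of at most 0.1 from edgeR. Among genes with a symbol in the paper's tables, SCG5 had the smallest adjusted p, with a log2 difference of -2.38 (adjusted p = 0.0040 from edgeR). GNAI1 at -1.62 (adjusted p = 0.0083 from edgeR) and PUDP at -1.41 (adjusted p = 0.018 from edgeR) followed. RNF7, PSMA2, HNRNPH1, NDUFAF4 and ATP6V1H were also more negative in the nCPa than in the PVN, by -1.41, -1.22, -1.03, -0.82 and -1.28. Against the POAH, no gene differed in its response by edgeR, with 1274 at an unadjusted p under 0.05 and 15 called by DESeq2. Against the PVN, DESeq2 called 502 genes, and edgeR called 87 with no filter on low counts and 55 with the chick as a block, taken from the numbers in the library names after seeing the data. Without nCPa control Sample_143, edgeR called 346, without PVN control Sample_126, Sample_147 or Sample_144 it called 83, 82 and 60, and without nCPa control Sample_146, PVN control Sample_174, any PVN EHC library or nCPa EHC Sample_158, Sample_176 or Sample_161 it called 25 to 45. From the number of genes called in the nCPa and none in the other nuclei at this hour, the paper proposes that the nCPa was more susceptible to the effects of the heat challenge on transcription.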

Although there were no DEGs detected in the PVN or POAH at hour 12, 467 DEGs were identified in the nCPa, suggesting that this region was more susceptible to the effects of heat challenge on transcriptional regulation and that the 2 h of heat exposure was not sufficient for transcriptional changes to be revealed. It was also interesting to note that the few DEGs detected in the POAH and PVN at hour 2 were more highly expressed in the EHC group than in the control group, whereas in the nCPa, most DEGs identified at hour 2 and those highlighted by the enrichment analysis at hour 12 were downregulated by EHC. This suggests that the associated pathways might have reduced activity during heat stress in chicks that were subjected to EHC. Additionally, the nCPa was the only nucleus in which effects were observed with time during the heat stress, with most occurring at 12 h. This implies that this region is more responsive to the effects of acute heat stress than the POAH or PVN.

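Within the nCPa, the change from hour 0 to hour 12 differed between EHC and control chicks in 10 genes, all more negative in EHC chicks, at an adjusted p of at most 0.1 from edgeR (treatment by hour, n = 4 in each of the 4 groups). SCG5 had a log2 difference of -2.30 (adjusted p = 0.023 from edgeR), GNAI1 of -1.62 (adjusted p = 0.054 from edgeR), and PSMA2 and RNF7 of -1.44 and -1.43 (adjusted p = 0.081 from edgeR for each). The other 6 genes have no symbol in the paper's tables, which gave all symbols used here. Of these 6, 1 is listed there without a symbol: ENSGALG00010024777, with a log2 difference of -2.88 here (adjusted p = 0.042 from edgeR). For the change from hour 2 to hour 12, 2 genes differed, ENSGALG00010024848 and ENSGALG00010029898, both more negative in EHC chicks and named after their values were seen. DESeq2 called 357 and 250 genes for these interactions, and 2391 and 2298 had an unadjusted p under 0.05. Without control Sample_173 of hour 12, edgeR called 78 and 120. For hours 12 and 0 it called 24 without EHC Sample_29 of hour 0, 4 without control Sample_146 of hour 12, and at most 2 without control Sample_17, Sample_23 or Sample_41 or EHC Sample_11 of hour 0 or EHC Sample_158, Sample_176 or Sample_161 or control Sample_125 of hour 12.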

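DESeq2 called genes between hours 12 and 2 in all 3 nuclei and between hours 12 and 0 in the nCPa alone. MOGS was the only gene with a symbol in the paper's tables that edgeR called over time. The paper reasons from the effects of time seen in the nCPa that this nucleus responds more to acute heat stress than the POAH or PVN.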

All differentially expressed genes in the EHC group relative to the control group were individually investigated, exception for those identified at hour 12 in the nCPa, where only the top 10 upregulated and 10 downregulated genes were further analyzed and discussed below. At hour 2 in the nCPa, two genes were differentially expressed. Keratin 13 (KRT13) is involved in the maintenance of mucosal stratified squamous epithelial cells (Kalabusheva et al., 2023), and phosphoserine aminotransferase 1 (PSAT1) is related to high feed efficiency in Iranian native turkeys (Pezeshkian et al, 2022a; 2022b). However, both genes were downregulated, suggesting a decreased level of expression in EHC. If these pathways are less active in EHC chicks, it might indicate an energy-saving mechanism that enhances their efficiency in coping with the energetic demands of heat dissipation during heat stress.

### 4.1 Identification and physiological relevance of DEGs in the nCPa

Of the top 10 upregulated and 10 downregulated DEGs at hour 12 in the nCPa, two genes had a correlation with muscle and body weight. Secretogranin V (SCG5) expression in congenic mice was correlated with decreased body weight (Farber et al., 2008). SCG5 was downregulated in our RNA-seq analysis. 

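SCG5, on chromosome 5 (30081676 to 30109634), was at 52.6 ± 6.33 CPM in the nCPa of EHC chicks and 215 ± 57.4 CPM in controls at hour 12 (SD, n = 4 each). It fell in EHC chicks with a log2 fold change of -2.04 (SE 0.22, adjusted p = 0.053 from edgeR and 1.7e-11 from DESeq2), and all 4 EHC libraries lay below all 4 control libraries (two-sided exact permutation test, p = 0.029, n = 4 each). At hour 2 it was at 220.4 ± 52.8 CPM in EHC and 236.5 ± 95.3 CPM in control chicks of the nCPa. The call was lost when EHC Sample_158, Sample_176, Sample_149 or Sample_161 or control Sample_125 or Sample_146 was left out (adjusted p = 0.32, 0.37, 0.23, 0.46, 0.19 and 0.17 from edgeR), with log2 fold changes of -2.20 to -1.87 over all 8 such runs.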

Body weight was measured, and there were no significant differences between groups; however, this downregulation could suggest that EHC chicks may have sustained body weight through the entire growth period more than the control group when presented with heat stress. This could propose future studies where EHC chicks are kept through maturation and heat-challenged at a later period. 

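EIF4A2, an RNA helicase that unwinds the 5' ends of mRNAs at the start of translation, lies on chromosome 9 (15898312 to 15905193). It was at 395 ± 38.2 CPM in the nCPa of EHC chicks and 673 ± 126.4 CPM in controls at hour 12 (SD, n = 4 each), a log2 fold change of -0.77 (SE 0.18, adjusted p = 0.23 from edgeR and 0.014 from DESeq2). All 4 EHC libraries lay below all 4 control libraries (two-sided exact permutation test, p = 0.029).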

Eukaryotic translation initiation factor 4A2 (EIF4A2) was also downregulated in EHC chicks. EIF4A2 is correlated with the formation and development of muscle tissue in swine; however, the underlying regulatory processes are still unknown (Wang et al., 2007). To our knowledge, no existing literature reports SCG5 or EIF4A2 being investigated in chick models. There were also genes identified related to inhibiting apoptosis, metabolic genes, and immune response. Apoptosis-resistant E3 ubiquitin protein ligase 1 (AREL1) inhibits apoptosis (Jo et al., 2021), which may prolong cell life in EHC chicks. Upregulated genes related to metabolism include ATP synthase F0 subunit 8 (ATP8), NADH dehydrogenase subunit 2 (ND2), and adenylate cyclase 9 (ADCY9). ATP8 encodes mitochondrial gene expression, which is important for providing energy to be used by the cell. In a study analyzing phytase supplementation and its effects on broiler growth, meat quality, and muscle myopathies such as woody breast syndrome, ATP8 was upregulated, indicating abundant intracellular ATP (Walk et al., 2024). 

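ATP8, a membrane subunit of ATP synthase encoded by the mitochondrial genome (7862 to 8026), was at 63.1 ± 16.4 CPM in the nCPa of EHC chicks and 460 ± 332 CPM in controls at hour 12 (SD, n = 4 each). The log2 fold change was -2.82 (SE 0.71, adjusted p = 0.24 from edgeR and 0.060 from DESeq2, and p = 0.14 from a two-sided exact permutation test). EHC libraries ranged from 49.9 to 84.5 CPM, and controls reached 785 CPM, though the lowest library of all was also a control.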

For EHC chicks, ATP8 was downregulated, which may suggest less ATP synthesis and energy conservation at the cellular level. ND2 was also downregulated in EHC chicks. 

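ND2, a complex I subunit encoded by the mitochondrial genome (4015 to 5053), was at 391 ± 121 CPM in EHC and 3923 ± 3058 CPM in control chicks in the nCPa at hour 12 (SD, n = 4 each), a log2 fold change of -3.26 (SE 0.81, adjusted p = 0.24 from edgeR and 0.036 from DESeq2). The EHC and control libraries overlapped (two-sided exact permutation test, p = 0.14), since 1 control library, Sample_173, was low in mitochondrially encoded mRNAs.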

ND2 is a component of the NADH dehydrogenase complex, which is responsible for catalyzing NADH to ubiquinone and facilitating proton pumping out of the mitochondrial matrix (Čermáková et al., 2021). In a normal homeostatic state, the downregulation of ND2 would be considered a problem due to lack of catalyzation; however, downregulated ND2 in EHC chicks may imply energy-conserving properties. Genes related to inflammation and immune response include TBC1 domain family member 20 (TBC1D20), exportin 6 (XPO6), and proteasome subunit alpha 2 (PSMA2). TBC1D20 expression mediates autophagy in mice and was upregulated in EHC chicks (Sidjanin et al., 2016). 

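TBC1D20, an activator of Rab GTPase hydrolysis on chromosome 20 (10300969 to 10309731), was at 46.2 ± 4.78 CPM in the nCPa of EHC chicks and 35.9 ± 7.44 CPM in controls at hour 12 (SD, n = 4 each). This is a log2 fold change of 0.36 (SE 0.19, adjusted p = 0.53 from edgeR and 0.60 from DESeq2), and the groups overlapped (two-sided exact permutation test, p = 0.086).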

With autophagy being important for removing damaged proteins and organelles at the cellular level, it can be assumed that TBC1D20 maintains cellular health and homeostasis in EHC chicks. Upregulated XPO6 showed the activation of the NF-kB inflammatory response signaling pathway in pulmonary monocytes in mice (Wu et al., 2024) and was upregulated in EHC chicks. This could suggest cellular protection from the NF-kB inflammatory response being activated in EHC. 

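XPO6, the exportin that carries actin out of the nucleus, lies on chromosome 14 (12962568 to 13010135). Its level was 98.7 ± 3.87 CPM in EHC and 76.4 ± 11.1 CPM in control chicks in the nCPa at hour 12 (SD, n = 4 each), a log2 fold change of 0.36 (SE 0.15, adjusted p = 0.41 from edgeR and 0.36 from DESeq2), with all 4 EHC libraries above all 4 control libraries (two-sided exact permutation test, p = 0.029).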

PSMA2 was the only downregulated gene associated with inflammation and the immune response. 

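PSMA2, an alpha subunit of the 20S proteasome on chromosome 2 (51155736 to 51161553), was at 13.9 ± 3.05 CPM in EHC and 31.6 ± 4.78 CPM in control chicks in the nCPa at hour 12 (SD, n = 4 each). The log2 fold change was -1.21 (SE 0.21, adjusted p = 0.17 from edgeR and 0.0029 from DESeq2), and the 4 EHC libraries were the lowest (two-sided exact permutation test, p = 0.029).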

In a study with PSMA2 knockdown, dysregulation of signaling pathways involving the immune system and signal transduction was widely affected (Rashid et al., 2023). With PSMA2 being downregulated in EHC, this means that pathways involving signaling transduction and cellular health are lower than those in the controls. This could suggest that the signaling pathways involving PSMA2 are being energetically conserved in EHC chicks; however, additional research is needed to confirm this hypothesis.

### 4.2 Identification and physiological relevance of DEGs in the POAH

The POAH exhibited one downregulated and 17 upregulated DEGs, all at hour 2 of the heat challenge, and none had any effect on appetite, thermotolerance, or stress regions. In addition, none of those nine genes had an associated gene name or description as they are not annotated in the genome. This suggests future avenues of research to understand the pathways and actions of these unidentified genes. Although the DEGs in this group did not appear to cluster into a specific function or pathway, some relevant roles are noted. The C1q and TNF-related 8 (C1QTNF8) is an inflammation-related factor, and immune cross-tolerance was shown to be a consequence of EHC (Rosenberg et al., 2020; 2021; 2022) Microfibril-associated protein 5 (MFAP5) is downregulated during adipogenesis in patients with femoral head necrosis (Zhang et al., 2023). Although this study was carried out in humans, the adipogenic properties of MFAP5 could be translatable to the chicks in our study. 

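MFAP5, a protein of extracellular microfibrils on chromosome 1 (75932850 to 75945852), was at 155 ± 244 CPM in the POAH of EHC chicks and 27.2 ± 8.44 CPM in controls at hour 2 (SD, n = 4 each), a log2 fold change of 1.88 (SE 0.96, adjusted p = 0.63 from edgeR; two-sided exact permutation test, p = 0.17). EHC Sample_79 held 521 CPM and the other 3 EHC libraries 26.2 to 42.3 CPM, and without that library the log2 fold change was 0.25.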

MFAP5 was upregulated in the EHC group, and this could suggest adipocyte formation is reduced in EHC chicks compared to controls, potentially indicating thermoregulatory mechanisms mediated by the POAH. Serpin family F member 1 (SERPINF1) was also upregulated in EHC. 

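SERPINF1, pigment epithelium-derived factor, a secreted inhibitor of blood vessel growth, lies on chromosome 19 (5892301 to 5899172). In the POAH at hour 2 it was at 120 ± 223 CPM in EHC and 10.5 ± 3.34 CPM in control chicks (SD, n = 4 each), a log2 fold change of 2.19 (SE 1.34, adjusted p = 0.69 from edgeR and 0.74 from DESeq2, and p = 0.80 from a two-sided exact permutation test). Without EHC Sample_79 the log2 fold change was -0.20.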

SERPINF1 was found to be anti-angiogenic and prevents new blood vessels from forming in triple-negative breast cancer (Maiti et al., 2019). Relevance to EHC could be speculated by promoting centralized thermoregulation through decreasing new blood vessel formation in the body of the EHC chicks. The only downregulated gene, BEN domain containing 3 (BEND3), has not been shown, to our knowledge, to have direct biological functions. However, it is essential in transcriptional repression and actively binds with heterochromatin in the nucleus, making it an essential binding protein (Shiheido and Shimizu, 2015). Overall, the genes noted are indicative of EHC potentially improving thermotolerance, which aligns with the mechanistic action of the POAH.

### 4.3 Identification and physiological relevance of DEGs in the PVN

The PVN produced four DEGs specifically at hour 2. Two of them stand out as factors that may play a role in hypothalamic regulation of the water and salt balance. They are vasoactive intestinal peptide receptor 1 (VIPR1) and caprin family member 2 (CAPRIN2), both of which were upregulated in EHC chicks. 

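In the PVN, VIPR1 was at 24.1 ± 7.43 CPM in EHC and 20.9 ± 8.44 CPM in control chicks before the challenge (SD, n = 4 each), and at 14.9 ± 2.16 CPM (n = 3) and 19.2 ± 7.15 CPM (n = 4) at hour 12. CAPRIN2 was at 29.3 ± 15.6 CPM in EHC and 28.2 ± 8.53 CPM in control chicks before the challenge, and at 33.7 ± 12.4 and 35.6 ± 13.4 CPM at hour 12. At hour 2 the EHC libraries ranged from 24.4 to 55.9 CPM in VIPR1 and from 39.5 to 94.7 CPM in CAPRIN2, above the control libraries of that hour, which reached 15.2 and 30.2 CPM.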

Signaling through VIPR1 has previously been demonstrated to decrease food intake in mice, and Yu et al. (2008) showed that mice treated with a VPAC1 (alias of VIPR1) agonist also showed inhibited food intake. In addition, VPAC1 also delayed development and reduced weight in mice (Fabricius et al., 2011). Although food intake was not measured in our study, the effects of decreased food intake in mice could be translated to EHC chicks being more energetically efficient during heat stress and maintaining their body weight during this stress, thus providing more energy to protect and maintain homeostasis in their visceral organs. The endogenous ligand for VPAC1, vasoactive intestinal peptide, is involved in smooth muscle relaxation, hormone release, and water and mineral movement in the gut. CAPRIN2 is vastly increased in the nucleus and cytoplasm of arginine vasopressin (AVP) neurons during dehydration in rats (Bárez-López et al., 2022) and may affect thermotolerance due to its water-regulating properties. It is tempting to speculate that *via* the PVN, the expression of these factors may regulate salt and water retention during heat stress. In endotherms, body temperature and water balance are strongly associated, and in chickens, evaporative heat loss can be facilitated through increased panting during heat stress (also making them susceptible to alkalosis).

### 4.4 Identification and physiological relevance of DEGs with timepoint interactions

Although there were only DEGs at timepoint interactions at hour 12, these observed time effects were also of importance. We chose to analyze timepoint interactions to compare the different hours of heat exposure on the tissues themselves, without treatment being compared. While we anticipated more DEGs across tissues other than the nCPa, these data provided insights on gene expression as the heat challenge progressed. Hour 12 vs 2 yielded nine genes, and upon further investigation, two were of importance. Ubiquitin-associated protein 2 like (UBAP2L), when triggered by stress, plays a role in processing body (PB) formation and PB interaction with stress granules (Riggs et al., 2024). Because UBAP2L was upregulated at hour 12 relative to that at hour 2, this suggests that a prolonged stress cascade from the heat challenge increased the expression. 

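UBAP2L, a ubiquitin-associated protein of stress granules on chromosome 25 (1897741 to 1920088), was at 101 ± 19.8 CPM at hour 12 and 66.6 ± 9.65 CPM at hour 2 in the nCPa (SD, n = 8 each), a log2 fold change of 0.62 (SE 0.13, adjusted p = 0.16 from edgeR and 0.0065 from DESeq2). At hour 12, control chicks had 106 ± 28.5 CPM and EHC chicks 96.9 ± 7.08 CPM (SD, n = 4 each), and at hour 0 they had 76.1 ± 4.68 and 64.4 ± 5.64 CPM.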

BCL2 family apoptosis regulator (BCL1) is anti-apoptotic, and the BCL2 family plays a role in inhibiting mitophagy, which are both essential in regulating reactive oxygen species (ROS) (Su et al., 2023). ROS production can be stimulated during heat stress by causing oxidative stress, so it is plausible that because BCL1 was downregulated, heat stress at hour 12 vs. 2 caused increased production of ROS throughout the heat challenge.

Moving into hour 12 vs. hour 0, there were 49 DEGs between these timepoints. With a greater number of genes becoming activated as time progressed, the heat challenge can be noted as a dynamic process. This result is expected as hour 0 was set as the baseline for the heat challenge and hour 2 and 12 were collected afterward to measure any resulting differences. Of the 49 genes, 13 had no title or name association, showing that they are not annotated in the chicken genome. The remaining genes were investigated, and genes discussed below were associated with cellular metabolism and/or stress regulation and had relevance to changes associated with heat.

Metabolic genes include mannosyl-oligosaccharide glucosidase (MOGS), metadherin (MTDH), UDP-galactose-4-epimerase (GALE), twinkle mtDNA helicase (C10orf2), ATP synthase F0 subunit 8 (ATP8) and subunit 6 (ATP6), suppressor of glucose, autophagy-associated 1 (SOGA1), NADH dehydrogenase subunit 5 (ND5), subunit 3 (ND3), and subunit 4 (ND4), CCR4-NOT transcription subunit 4 (CNOT4), and cytochrome B. Each of these genes had regulatory effects in most phases of cellular metabolism. In particular, genes related to ATP and NADH regulation were present, where ATP8 was upregulated and increased intracellular ATP abundance (Walk et al., 2024), and ATP6 was also upregulated, which has been shown to facilitate the flow of protons across the mitochondrial membrane and drive ATP synthesis for energy production. 

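From hour 0 to hour 12 in the nCPa, ATP8 went from 31.7 ± 11.4 to 262 ± 304 CPM (SD, n = 8 each), a log2 fold change of 3.03 (SE 0.66, adjusted p = 0.15 from edgeR and 0.0021 from DESeq2). ATP6, the proton channel subunit of ATP synthase (mitochondrial genome, 8017 to 8700), went from 489 ± 174.7 to 2930 ± 3151 CPM, a log2 fold change of 2.57 (SE 0.59, adjusted p = 0.15 from edgeR and 0.0041 from DESeq2). The large SD at hour 12 comes from the control libraries, of which 3 were high and 1 was low in mitochondrially encoded mRNAs.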

ATP6 was shown to be decreased when lipopolysaccharide-induced intestinal oxidative stress is present. This suggests that chicks at 12 h had reduced oxidative stress, thus upregulating the gene. ND3, ND4, and ND5 were also all upregulated, and all of these are involved in the mitochondrial electron transport chain. This implies that at hour 12, cellular function was not disrupted at the mitochondrial level. In addition, C10orf2 has been shown to cause mitochondrial DNA depletion syndrome in infants (Remtulla et al., 2019) and was found to be downregulated in chicks at hour 12. 

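ND3 (mitochondrial genome, 9553 to 9904) was at 564 ± 446 CPM at hour 12 and 169 ± 56.7 CPM at hour 0 in the nCPa (SD, n = 8 each), a log2 fold change of 1.78 (SE 0.41, adjusted p = 0.16 from edgeR and 0.0034 from DESeq2). For ND4 (10264 to 11641) the values were 2817 ± 3346 and 343 ± 135 CPM, a log2 fold change of 3.04 (SE 0.69, adjusted p = 0.15 from edgeR), and for ND5 (11849 to 13666) they were 4282 ± 3988 and 1111 ± 342 CPM, a log2 fold change of 1.95 (SE 0.47, adjusted p = 0.18 from edgeR). All 3 encode membrane subunits of complex I, and their spread at hour 12 was wide because 3 control libraries held more than the other libraries.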

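C10orf2, which encodes the helicase Twinkle of mitochondrial DNA replication, lies on chromosome 6 (23871056 to 23874659). It was at 8.73 ± 2.11 CPM at hour 12 and 15.2 ± 3.19 CPM at hour 0 in the nCPa (SD, n = 8 each), a log2 fold change of -0.77 (SE 0.17, adjusted p = 0.15 from edgeR and 0.0075 from DESeq2).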

To further support the idea of mitochondrial preservation, the CNOT4 complex, which regulates RNA metabolism (Collart, 2016), was also upregulated at hour 12. CYTB was upregulated at hour 12 and affects energy metabolism through oxidative phosphorylation. 

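CYTB, the cytochrome b of respiratory complex III (mitochondrial genome, 13671 to 14813), was at 3408 ± 3602 CPM at hour 12 and 690.1 ± 240.0 CPM at hour 0 in the nCPa (SD, n = 8 each), a log2 fold change of 2.32 (SE 0.56, adjusted p = 0.18 from edgeR and 0.0096 from DESeq2). At hour 12 the control libraries ranged from 821 to 10137 CPM and the EHC libraries from 809 to 1497 CPM.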

In a study carried out on sheep, CYTB increased thermodynamic stability and energy metabolism (Pal et al., 2019). Moreover, some cellular metabolism genes were also downregulated, such as MOGS and MTDH. 

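MOGS lies on chromosome 4 (90609746 to 90612625) and fell in the nCPa from 17.9 ± 3.42 CPM at hour 0 to 9.59 ± 1.98 CPM at hour 12 (SD, n = 8 each), a log2 fold change of -0.90 (SE 0.16, adjusted p = 0.079 from edgeR and 0.00031 from DESeq2). When 1 library at a time was left out, its log2 fold change stayed between -0.99 and -0.81 and its adjusted p between 0.033 and 0.18 (edgeR), and the call was kept only without EHC Sample_26 of hour 0, EHC Sample_161 of hour 12 or control Sample_173 of hour 12. MTDH, metadherin, on chromosome 2 (126868692 to 126902632), was at 120 ± 17.8 CPM at hour 12 and 152 ± 16.6 CPM at hour 0, a log2 fold change of -0.33 (SE 0.10, adjusted p = 0.34 from edgeR and 0.11 from DESeq2).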

MTDH regulates vascular endothelial growth factor expression *via* the PI3/AKT pathway, and the PI3/AKT pathway is also responsible for cell metabolism and growth (Zhu et al., 2015). MOGS was also a surprising gene to be downregulated, given its important role in cellular metabolism. A previous study showed that the knockdown of MOGS led to increased proliferation and differentiation of Schwann cells (Zhang et al., 2022). Schwann cells play an active role in forming the myelin sheath, which covers the axon and facilitates faster nerve signal transmission (Zhang et al., 2022). GALE at 12 h was downregulated, so processes were muted. The overexpression of GALE increases gluconeogenesis, and it is an enzyme that converts galactose to glucose (Zhu et al., 2017). The downregulation of these genes could be because of a variety of factors; however, at hour 12, genes had prolonged expression, causing them to decrease over time. SOGA1 was also downregulated at hour 12. However, SOGA1 promotes AMPK, which further upregulates PDK4, which is a protein that decreases glucose metabolism. Therefore, SOGA1 being downregulated at hour 12 could promote glucose metabolism (Wei et al., 2023).

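SOGA1, on chromosome 20 (3042011 to 3062938), was at 196 ± 20.8 CPM at hour 12 and 246 ± 38.0 CPM at hour 0 in the nCPa (SD, n = 8 each), a log2 fold change of -0.32 (SE 0.11, adjusted p = 0.37 from edgeR and 0.16 from DESeq2).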

There were two stress-associated genes that were also found in 12 vs 0, which are the gem nuclear organelle associated protein 4 (GEMIN4) and G3BP stress granule assembly factor 1(G3BP1). Both these genes were downregulated at hour 12 and have important effects on stress responses. 

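G3BP1, a core protein of stress granules on chromosome 13 (12485905 to 12506960), was at 105 ± 15.3 CPM at hour 12 and 136 ± 10.7 CPM at hour 0 in the nCPa (SD, n = 8 each), a log2 fold change of -0.37 (SE 0.10, adjusted p = 0.24 from edgeR and 0.033 from DESeq2). GEMIN4, of the complex that assembles spliceosomal ribonucleoproteins, on chromosome 19 (7414887 to 7422312), was at 24.5 ± 3.34 and 32.5 ± 5.26 CPM, a log2 fold change of -0.39 (SE 0.12, adjusted p = 0.31 from edgeR and 0.13 from DESeq2).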

G3BP1 is an RNA binding protein associated with the assembly of stress granules following a stimulus (Martin et al., 2013). Downregulation could be due to an expression plateau, where G3BP1 had higher expression at time 0, and as the heat challenge progressed, there was a decline in expression. Another noteworthy gene was GEMIN4, which functions as a novel co-regulator of the mineralocorticoid receptor (MR) and actually decreases MR activity (Yang et al., 2015). MRs are responsible for mediating the action of aldosterone and cortisol, which are widely changed due to stress.

With timepoint interactions being irrespective of treatment, it is worth speculating whether or not EHC had a strong influence on these DEGs. Regardless, most of the genes described were of benefit to the physiological and molecular health of the chicks. Given that 12 h is a substantial amount of time, we expected to observe many genes downregulated and/or a cessation of metabolic processes to come to a halt because of the prolonged stress that heat imposes on the body. However, these data show that cellular resiliency is much more of a theme than anticipated.

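The punches of the 3 nuclei differed from each other in many genes. Between the PVN and the nCPa, 4528 genes differed, 2303 higher and 2225 lower in the PVN, at an adjusted p of at most 0.1 from edgeR; between the PVN and the POAH 2036 did (777 higher, 1259 lower), and between the POAH and the nCPa 1605 did (892 higher in the POAH, 713 lower). CAPRIN2 was higher in the PVN than in the nCPa, with a log2 difference of 0.70 (SE 0.12, adjusted p = 0.00012 from edgeR), and higher than in the POAH, with 0.43 (SE 0.12, adjusted p = 0.028 from edgeR). PSAT1 was lower in the POAH than in the nCPa, at -0.42 (SE 0.08, adjusted p = 0.0010 from edgeR), and BEND3 was lower in both the PVN and the POAH than in the nCPa, at -0.26 and -0.29. SCG5 was higher in the PVN than in the nCPa, at 0.50 (SE 0.14, adjusted p = 0.0098 from edgeR). These tests treat punches of 1 chick as separate samples. With the chick, taken from the numbers in the library names after seeing the data, as a block, 5164, 2769 and 2217 genes differed in these comparisons.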

The punch biopsy isolation of individual nuclei afforded superior anatomical resolution in parsing out effects of gene expression that were region-specific. These regions were selected based on previous work (Kuenzel and van Tienhoven, 1982; Bohler et al., 2020). CRH is a major neuron projected onto the PVN from the nCPa for mediating the stressor response; however, our results did not contain any notable levels of CRF being expressed in the nCPa or PVN. Other genes that were expected to be differentially expressed were HSPs, adrenocorticotropic hormone (ACTH), a stress modulator, appetite-regulating factors such as NPY, and melanocortin ligands such as POMC and a-MSH. Within our RT-PCR data, which are provided as supplementary tables, NPY, CRF, POMC, CCK, UCN3, TRH, and HSP90 mRNA abundance was measured in each of the nuclei. RT-PCR was measured before RNA-seq genome annotation. In the PVN, CRF was significant between control and EHC. In addition, there was significance in timepoint differences for NPY, POMC, UCN3, and TRH. HSP90 also displayed significant differences for timepoint–treatment interactions. For the POAH, CRF was also significant between control and EHC; POMC was significant for treatment, timepoint, and treatment–timepoint interactions, and HSP90 was significant between treatments. It is especially relevant that the RT-PCR data for the nCPa had the least amount of differences—with only NPY showing statistical significance between timepoints. Considering that the nCPa was the highest-yielding tissue for DEGs in the RNA-seq analysis, this difference in expression from RNA-seq to RT-PCR was intriguing. It is also important to note that these were not identified as differentially expressed. Additionally, genes tested with RT-PCR could not be found in any of the RNA-seq raw data. Reasons for this could be because of the large number of genes in the genome and that RT-PCR is a targeted assay.

Previous studies have shown that chicks on day 4 have differences in stress- and appetite-related gene expression in both the PVN and nCPa, particularly in brain-derived neurotrophic factor (BDNF) and CRF. However, it is important to note that in the experiment performed by Bohler et al. (2020), chicks were intracerebroventricularly injected with either NPY, astressin, a-MSH—direct regulators of appetite—or CRH, which directly affects stress modulation (Bohler et al., 2020). Although feed intake was not measured in this study, it is also possible that decreased feed intake in both groups could have reduced the differential expression related to appetite-regulating genes. When chicks experience hyperthermia, production aspects such as growth and reproduction decrease to maintain organ homeostasis (Moraes et al., 2003; Wolfenson et al., 1981). Thus, heat exposure also decreases feed consumption to reduce thermogenic effects on metabolization and nutrient partitioning (Mckee et al., 1997). This may explain why no appetite-regulating genes were found to be differentially expressed during the heat challenge.

To conclude, EHC has been credited with reducing the severity of heat stress on hypothalamic responses, and further research is needed to determine whether the identified DEGs play a direct role in heat stress tolerance in chicks. Additionally, some of these studies were conducted in non-chick models and may involve mammalian models where respiration is different (active vs positive) from that in avians, which means that physiological and molecular responses may differ. Future research could explore whether the duration of heat exposure influences gene expression (e.g., longer exposure periods), whether age affects these responses, and whether reduced feed intake contributes to muted hypothalamic activity. Combined with previous literature on EHC, our transcriptomic analysis suggests that the gene expression profile of the hypothalamus and the different nuclei resembles patterns that align with remediated stress in EHC chicks. This study enhances our understanding of the molecular mechanisms underlying DEG expression in response to high ambient temperatures.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE298648.

# Supplementary material for: Embryonic thermal conditioning and post-hatch heat challenge alter hypothalamic expression of genes related to appetite, thermoregulation, and stress modulation in broiler chicks
**Source:** Front Physiol. 2025 Jun 17;16:1583958. doi: 10.3389/fphys.2025.1583958
**Supplement:** Supplementary file 1

**Supplementary Materials**

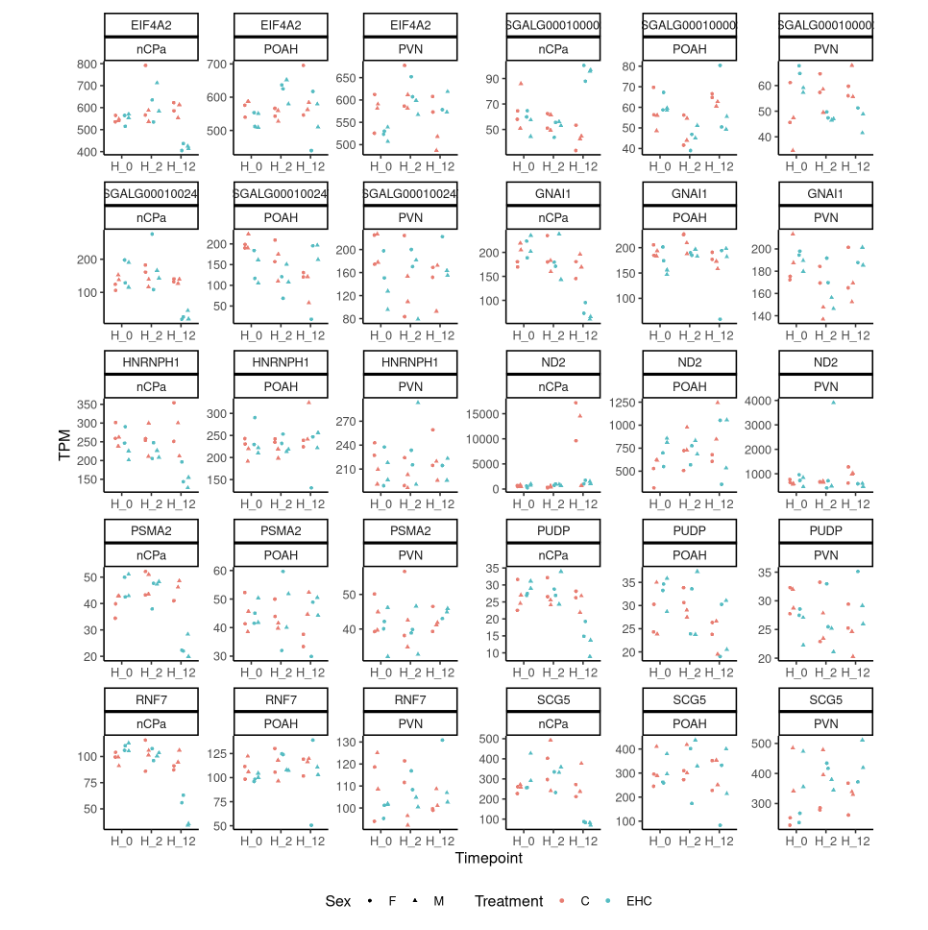

Supplementary Figure 1. Top 10 DEGs in hour 12 nCPa EHC tissue. FDR > 0.1, does not account for upregulated/downregulated DEGs.

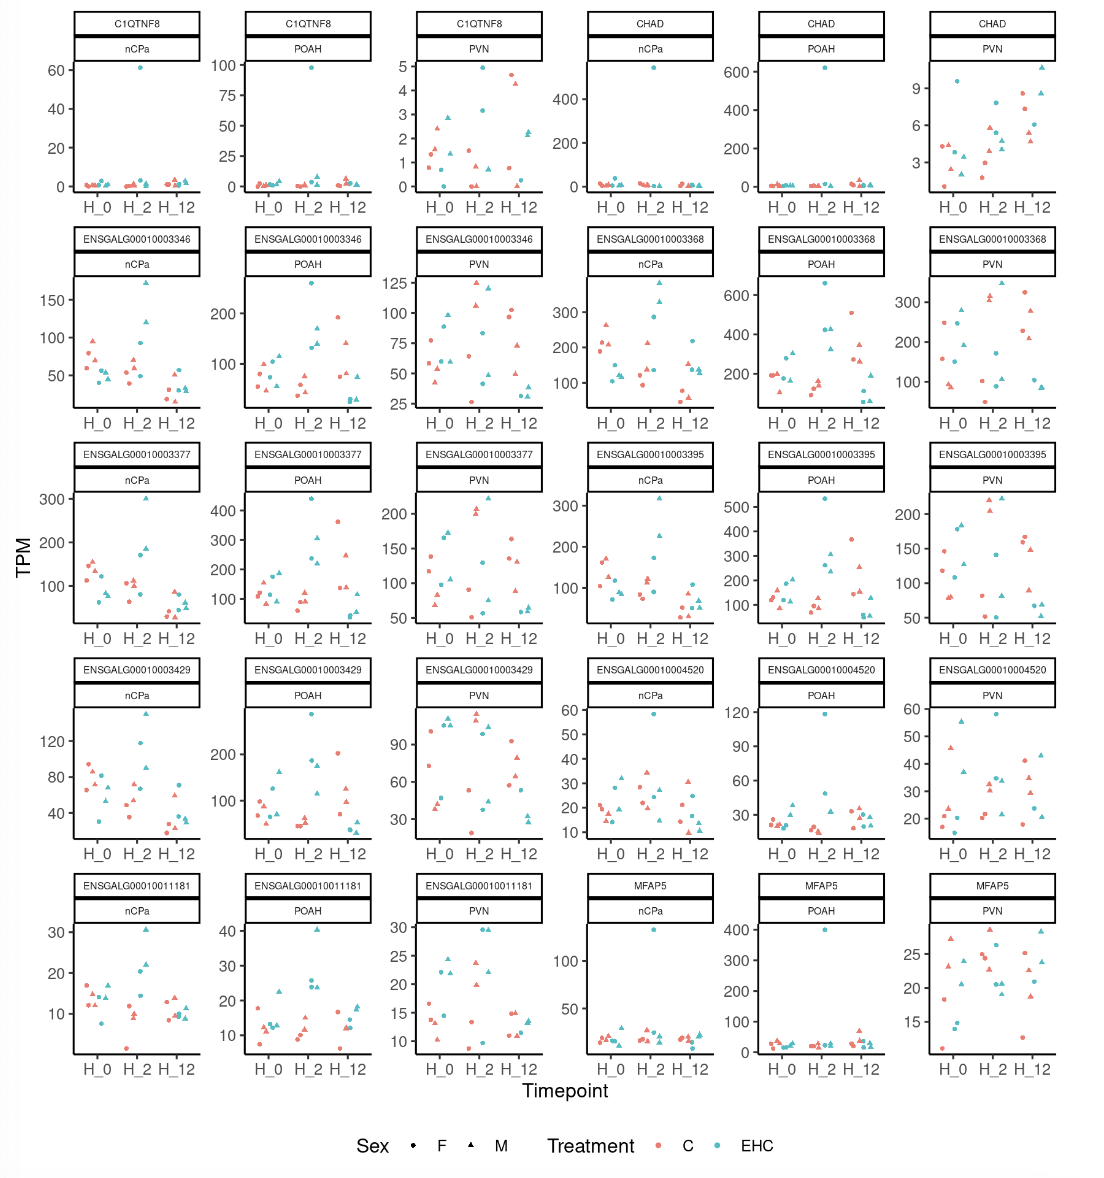

Supplementary Figure 2. Top 10 DEGs in hour 2 POAH EHC tissue. FDR > 0.1, Outliers were not eliminated, note- C1QTNF8, CHAD, MFAP5. Based strictly on FDR value, Upregulated and Downregulated Genes were not accounted for.

Supplementary Table 1: Summary of relative transcript abundance and statistical analysis in the paraventricular nucleus^1^.

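The supplementary table reports transcript abundance measured by RT-qPCR, a separate measurement from RNA sequencing, for the PVN of control and EHC chicks. Its genes include CRF, which starts the hormonal stress response, the appetite peptide NPY, TRH, which drives the thyroid axis, and the heat shock protein HSP90. The RT-qPCR values themselves were not analysed here, and the genes of that panel could not be paired with IDs of the count table, so no count-based value is set beside them.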

| Effect | *NPY* | *CRF* | *POMC* | *CCK* | *UCN3* | *TRH* | *HSP90* |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Treatment |  |  |  |  |  |  |  |
| Control | 2.44 ± 0.92 | 3.19 ± 0.54 | 0.99 ± 0.16 | 0.75 ± 0.14 | 1.83 ± 0.42 | 1.47 ± 0.28 | 1.16 ± 0.18 |
| EHC | 3.52 ± 0.85 | 1.54 ± 0.52 | 1.27 ± 0.17 | 0.79 ± 0.13 | 1.15 ± 0.39 | 1.17 ± 0.29 | 1.33 ± 0.17 |
| *p*-value | 0.3915 | **0.0334** | 0.2556 | 0.8126 | 0.2409 | 0.4605 | 0.4795 |
| Timepoint |  |  |  |  |  |  |  |
| 0 | 1.68 ± 1.06 | 1.78 ± 0.61 | 1.68 ± 0.21^A^ | 1.07 ± 0.16 | 2.87 ± 0.49^A^ | 1.72 ± 0.34^A^ | 1.52 ± 0.21 |
| 2 | 5.29 ± 1.11 | 3.11 ± 0.67 | 0.79 ± 0.19^B^ | 0.73 ± 0.17 | 0.44 ± 0.49^B^ | 0.45 ± 0.37^B^ | 1.05 ± 0.21 |
| 12 | 1.97 ± 1.07 | 2.21 ± 0.67 | 0.92 ± 0.21^B^ | 0.52 ± 0.17 | 1.17 ± 0.51^AB^ | 1.79 ± 0.37^A^ | 1.16 ± 0.22 |
| *p*-value | **0.0447** | 0.3431 | **0.0087** | **0.0784** | **0.0038** | **0.0176** | **0.2701** |
| Timepoint X Treatment | 0.5236 | 0.4621 | 0.1181 | 0.8352 | 0.3664 | 0.4966 | **0.0459** |

^1^ All results are expressed as least square mean ± standard error. For this experiment, there were 20 chicks per timepoint. Letters indicate p < 0.05, post-hoc tukey test. Abbreviations: Neuropeptide Y (NPY), corticotropin-releasing factor (CRF), proopiomelanocortin (POMC), Leptin (LEP), cholecystokinin (CCK), urocortin-3 (UCN3), thyrotropin-releasing hormone (TRH), Heat Shock Protein 90 (HSP90).

Supplementary Table 2: Summary of relative transcript abundance and statistical analysis in the pre-optic anterior-hypothalamus^1^.

| Effect | *NPY* | *CRF* | *POMC* | *CCK* | *UCN3* | *TRH* | *HSP90* |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Treatment |  |  |  |  |  |  |  |
| Control | 4.32 ± 2.01 | 0.94 ± 0.52 | 3.71 ± 0.60 | 1.95 ± 1.35 | 0.91 ± 0.31 | 1.46 ± 0.36 | 0.88 ± 0.17 |
| EHC | 4.18 ± 1.68 | 2.47 ± 0.46 | 1.78 ± 0.52 | 4.09 ± 1.14 | 0.88 ± 0.28 | 1.14 ± 0.35 | 1.56 ± 0.15 |
| *p*-value | 0.9572 | **0.0335** | **0.0205** | 0.2336 | 0.9460 | 0.5202 | **0.0054** |
| Timepoint |  |  |  |  |  |  |  |
| 0 | 1.54 ± 2.17 | 1.67 ± 0.59 | 2.00 ± 0.64^B^ | 5.59 ± 1.48 | 0.89 ± 0.35 | 1.10 ± 0.44 | 1.59 ± 0.19 |
| 2 | 8.64 ± 2.17 | 1.71 ± 0.56 | 1.29 ± 0.59^B^ | 2.26 ± 1.43 | 0.77 ± 0.35 | 1.14 ± 0.41 | 0.96 ± 0.19 |
| 12 | 2.56 ± 2.52 | 1.73 ± 0.64 | 4.94 ± 0.82^A^ | 1.21 ± 1.66 | 1.03 ± 0.39 | 1.65 ± 0.46 | 1.10 ± 0.22 |
| *p*-value | 0.0569 | 0.9970 | **0.0033** | 0.1217 | 0.8886 | 0.6335 | 0.0647 |
| Timepoint X Treatment | 0.9429 | 0.6178 | 0.0006 | 0.0997 | 0.7998 | 0.1255 | 0.1810 |

^1^ All results are expressed as least square mean ± standard error. For this experiment, there were 20 chicks per timepoint. Letters indicate p < 0.05, post-hoc tukey test. Abbreviations: Neuropeptide Y (NPY), corticotropin-releasing factor (CRF), proopiomelanocortin (POMC), Leptin (LEP), cholecystokinin (CCK), urocortin-3 (UCN3), thyrotropin-releasing hormone (TRH), Heat Shock Protein 90 (HSP90).

Supplementary Table 3: Summary of relative transcript abundance and statistical analysis in the nucleus of the hippocampal commissure^1^.

| Effect | *NPY* | *CRF* | *POMC* | *CCK* | *UCN3* | *TRH* | *HSP90* |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Treatment |  |  |  |  |  |  |  |
| Control | 3.91 ± 1.23 | 2.20 ± 0.76 | 0.82 ± 0.19 | 1.86 ± 0.44 | 0.26 ± 0.33 | 0.43 ± 0.54 | 0.88 ± 0.19 |
| EHC | 2.75 ± 1.11 | 2.52 ± 0.63 | 0.79 ± 0.14 | 1.13 ± 0.37 | 1.03 ± 0.29 | 1.01 ± 0.45 | 1.25 ± 0.18 |
| *p*-value | 0.4912 | 0.7512 | 0.8913 | 0.2153 | 0.0849 | 0.4162 | 0.1607 |
| Timepoint |  |  |  |  |  |  |  |
| 0 | 1.28 ± 1.31^B^ | 3.83 ± 0.74 | 0.65 ± 0.19 | 0.69 ± 0.45 | 0.97 ± 0.34 | 0.90 ± 0.55 | 1.28 ± 0.22 |
| 2 | 7.55 ± 1.59^A^ | 1.53 ± 0.82 | 1.11 ± 0.22 | 1.74 ± 0.49 | 0.41 ± 0.41 | 0.49 ± 0.64 | 1.02 ± 0.25 |
| 12 | 1.16 ± 1.38^B^ | 1.72 ± 0.98 | 0.65 ± 0.22 | 2.06 ± 0.55 | 0.55 ± 0.38 | 0.77 ± 0.63 | 0.90 ± 0.22 |
| *p*-value | **0.0054** | 0.0920 | 0.2257 | 0.1290 | 0.5292 | 0.8872 | 0.4774 |
| Timepoint X Treatment | 0.2655 | 0.6682 | 0.7275 | 0.4367 | 0.2819 | 0.5730 | 0.5130 |

^1^ All results are expressed as least square mean ± standard error. For this experiment, there were 20 chicks per timepoint. Letters indicate p < 0.05, post-hoc tukey test. Abbreviations: Neuropeptide Y (NPY), corticotropin-releasing factor (CRF), proopiomelanocortin (POMC), Leptin (LEP), cholecystokinin (CCK), urocortin-3 (UCN3), thyrotropin-releasing hormone (TRH), Heat Shock Protein 90 (HSP90).

How the deposited data were processed for this re-analysis (not part of the article)

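RNA of punches from 3 brain nuclei of broiler chicks (nCPa, POAH and PVN) was sequenced at 0, 2 and 12 h of a heat challenge, in control chicks and in chicks given embryonic heat conditioning (EHC). There were 71 libraries in 18 groups, 24 of the nCPa, 24 of the POAH and 23 of the PVN, with 4 libraries in each group except EHC PVN at hour 12, which had 3. Treatment, nucleus, hour, sex and the names of single libraries, such as Sample_79, came from the sample labels, which match the design in the paper. The paper took 3 samples from each chick, and the labels do not name the chick, so nuclei were planned to be compared without a block for it. The numbers in these names mostly run in sets of 3, POAH then nCPa then PVN. Libraries of 1 set deviated together from their group means, with a median correlation of 0.323 in 24 pairs of nCPa and POAH, 0.206 in 22 pairs of nCPa and PVN and 0.302 in 22 pairs of POAH and PVN, against -0.101, -0.0673 and -0.102 in other pairs of the same groups. These sets can hold errors, which would carry over to each test that uses them: Sample_70, Sample_71 and Sample_72 did not share their sex-linked expression (22.1, 1763 and 28.6 CPM), and the numbers give 9 chicks at hour 0, where the paper has 8.

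The authors made stranded libraries from total RNA after removal of ribosomal RNA, trimmed the reads with Trimmomatic 0.39, aligned them to the chicken genome with HISAT2 2.2.1, kept uniquely aligned pairs with SAMtools 1.10, removed duplicates with biobambam2 2.0.95 and counted pairs per gene of Ensembl release 110 with featureCounts 2.0.1. The values deposited by the authors are whole-number counts per gene, not normalized, for 30108 genes in 71 columns. The total count per library ran from 910033 to 9370799. In simulated counts with the means and library sizes of the nCPa at hour 12, in which 100 genes of 20363 were changed by each size of log2 fold change, edgeR called 21 at a log2 fold change of 1 and 87 at 2, with 15 false calls, and DESeq2 called 41 and 95, with 61 false calls. With all nCPa libraries in the model, edgeR called 57 and 92 of these simulated genes, with 19 false calls. For the POAH at hour 2 edgeR called 32 and 87 (18 false) and DESeq2 54 and 96 (55 false), for the PVN at hour 12 edgeR called 62 and 94 (31 false) and DESeq2 71 and 95 (42 false), and for hour 12 against hour 0 in the nCPa edgeR called 86 and 94 (25 false) and DESeq2 91 and 96 (62 false).

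From the counts, genes with more than 1 CPM (counts scaled to library size) in at least 4 libraries were kept, which left 20363. Counts were normalized by TMM. Each comparison was fitted with edgeR 4.0.16 (R 4.3.3; estimateDisp, then the quasi-likelihood fit of that version), on the libraries of the groups compared, with sex as labelled as a covariate. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.1. There were 9 comparisons of EHC with control chicks, 9 of hours within a nucleus, 4 interactions (treatment by hour in the nCPa, and treatment by nucleus at hour 12), 3 of sex and 3 of nuclei. Standard errors of log2 fold changes are the size of the fold change over the square root of its F statistic. Single genes were also tested with a two-sided exact permutation test on log2 CPM. These p-values were not adjusted, and the genes tested were mostly chosen by the paper on the same samples. Principal components and permutation tests of treatment and nucleus (100000 draws) were computed per hour on log2 CPM with a prior count of 2. Gene lists were tested with limma 3.58.1 (camera with its preset correlation of 0.01, and with an estimated correlation, and fry). Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. edgeR and DESeq2 were tested on simulated data with known changes for 7 of these comparisons and for 1 model with all libraries of a nucleus; treatment by nucleus, the model with all 71 libraries and the chick as a block were not simulated.

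The genes named follow a rule written before the data were examined: every gene that the paper's tables, results or discussion name, in the comparison it is named for; the 10 higher and 10 lower genes with a symbol that have the smallest adjusted p and the 5 with the largest fold change each way; members of the tested lists; the RT-qPCR panel; and genes of sex and of nuclei. The fold changes in the paper's tables had been seen when the rule was written. The table of counts names genes by Ensembl ID only. Symbols come from the paper's tables, which pair 93 genes with a symbol and 23 without one with an ID, so in practice the parts of the rule that need other symbols name only genes of those tables. Positions are those of RefSeq genes with the same symbol on GRCg7b, found for 92 of 93.

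Alternatives set at the same time were DESeq2 1.42.0 (Wald test), its size factors in edgeR, no filter on low counts, calls shared by edgeR and DESeq2 with and without an absolute log2 fold change over 1, no sex term, all libraries of a nucleus in 1 model, edgeR's earlier quasi-likelihood method, mitochondrially encoded genes left out, treatment as a covariate or chicks of 1 treatment in comparisons of hours, and each library left out in turn. Alternatives added after seeing the data were the chick, as given by these sets of numbers, as a block in comparisons of nuclei and kept whole in permutations of the shares of variance, all 71 libraries in 1 model, the 3 control libraries of the nCPa at hour 12 with high mitochondrial counts left out, the libraries whose sex-linked expression ran against their label left out, the EHC library that led the matrix genes left out with all POAH libraries in the model, and the nCPa control library of hour 2 with the fewest counts left out. Of the gene lists planned, only the mitochondrially encoded mRNAs (11 of 13 measured under a known name) could be tested. For the others too few members could be paired with IDs. These 11 come from the paper's lists of genes that differed in the nCPa at hour 12, so their tests on those libraries are not independent evidence. Some genes that the paper names are not reported here, and the search for single libraries far from their group leaves them out. The paper's filter on FPKM, its filter on gene type, its GO enrichment and its RT-qPCR values were not used here.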

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

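Tests of the mitochondrially encoded genes, of the matrix genes and of a shared response of the unnamed genes were chosen only after the results were seen; the others in this part were written first.

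In the nCPa at hour 12, 3 of the 4 control libraries had a higher mitochondrial share than all 4 EHC libraries, and control Sample_173 had a lower share than they did, so the lower mitochondrially encoded genes of EHC chicks may come from 3 rich control libraries. For all other genes, the slopes on mitochondrial share in the 63 libraries outside this comparison had a correlation with the EHC effect of -0.187 across 20352 genes (-0.217 to -0.148 with 1 library left out), and -0.463 across the 421 genes called with all nCPa libraries; genes are not independent replicates. Slopes on library depth had -0.0741 (-0.097 to -0.0256 with 1 library left out) across all genes and -0.419 across those 421, and since the bound written for depth was over all genes, most of which did not differ, the shallower EHC libraries are not excluded by it. On 10 genes higher and 9 lower in the nCPa than in other nuclei, the EHC punches scored 0.658 ± 0.861 and the controls -0.407 ± 2.07 (SD, n = 4 each; difference 1.06, two-sided exact permutation test, p = 0.4), which does not point to less nCPa tissue in the EHC punches and cannot exclude it at this spread. A response to EHC cannot be told apart from mitochondrial share, depth or tissue for these genes. The correlations were weak across all genes and stronger across the 421, and the tissue score had a wide spread among controls.

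The matrix genes CHAD, MFAP5, MGP, SERPINF1, C1QTNF8 and OC3 were over 4 times the level of every control library in 1 EHC library of the POAH at hour 2, Sample_79, with a summed 1861 CPM against 41.2 to 58.0 CPM in the other EHC libraries and 31 to 55 CPM in controls. For the sum of these genes, a rise of over 4 times common to the 4 EHC chicks is excluded, since 1 of 4 libraries showed it. By the numbers in the library names, nCPa Sample_80 (820.5 CPM) and PVN Sample_81 (44.8 CPM) come from the same chick, so the sum was high in 2 of its 3 punches. Tissue from outside the nucleus in that punch is a candidate explanation (1 of 4 libraries), and a difference in that 1 chick stays open as well. For C1QTNF8 and OC3 singly, which had few counts, a rise of any size stays open: they were above all controls in all 4 EHC libraries (two-sided exact permutation test, p = 0.029, n = 4 each), with log2 fold changes of 2.62 and 2.78 without Sample_79. A high sum was also seen in POAH control Sample_172 at hour 12 (293.9 CPM).

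At hour 12, the 9 unnamed genes that vary together differed between EHC and control chicks by 0.699 (nCPa) and -1.86 (POAH) in log2. The difference of 2.55 had a two-sided p of 0.029 (exact permutation test over 70 relabellings of whole chicks), the smallest these can give. The nuclei and the hour were chosen after the opposite signs were seen. This p is thus not independent evidence and does not decide on 1 response to EHC shared by these nuclei. For this interaction, edgeR called 0 of the 9 genes, and all 9 had an unadjusted p under 0.05. Library depth did not account for most of their variation over all 71 libraries. Within nuclei, the correlation of their level with log2 total count was -0.197 (bootstrap interval -0.435 to 0.0505, permutation p = 0.1). Spearman's correlation was -0.178 (permutation p = 0.14), and without the 2 farthest libraries the correlation was -0.163. In single nuclei it was -0.217 (nCPa), -0.458 (POAH) and 0.0254 (PVN). Depth is not excluded in the POAH, where at hour 2 all 4 EHC libraries were both shallower and higher in these genes than the controls. The correlation with the share of the 20 most counted other genes was 0.304 (bootstrap interval -0.00166 to 0.576; permutation p = 0.0096, adjusted 0.019; Spearman 0.351, permutation p = 0.0029, adjusted 0.0058; 0.327 without the 2 farthest libraries). It did not hold within each nucleus (-0.309 in the nCPa, 0.706 in the POAH, 0.555 in the PVN), and no interval was computed within a nucleus. A few genes taking most of the counts cannot be told apart from another cause for the POAH and PVN. The intervals and p-values of both correlations treat libraries as independent, although punches of 1 chick deviate together. A response that differs between nuclei and hours stays open as well and was not tested.

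The response to EHC was tested for a difference between groups in 4 comparisons. By edgeR it differed in 10 genes between hours 12 and 0 and in 2 genes between hours 12 and 2 of the nCPa. Between the nCPa and the PVN at hour 12 it differed in 133 genes. Between the nCPa and the POAH at that hour it differed in 0 genes (1274 at an unadjusted p under 0.05, and 15 called by DESeq2). Chance is not excluded for the 2 genes, and regrouped libraries could not decide on the interactions with 10 and 133 genes. In the PVN at hour 12, 52 genes were called, where the paper reports none, and 1026, 2167 and 1140 genes differed by sex in the nCPa, POAH and PVN, for which the paper lists no genes and reports no significant difference. A sum of 49 genes with high counts almost only in libraries labelled female was at most 43.05 CPM in libraries on the male side and at least 1612 CPM on the female side, and 5 libraries of hour 2 stood on the side against their label. These were Sample_69 of the PVN (1906 CPM), Sample_67 of the POAH (2337 CPM) and Sample_68 of the nCPa (2156 CPM) of EHC chicks, labelled male, and Sample_72 of the PVN (28.6 CPM) and Sample_70 of the POAH (22.1 CPM) of control chicks, labelled female. The names Sample_67 to Sample_69 are consecutive, and Sample_71 of the nCPa, between Sample_70 and Sample_72, stood on the female side as labelled (1763 CPM).

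In 30 of 244 groups of a named gene and in 5 of 68 groups of a library measure, 1 library stood far from the others of its group by Dixon's test, which chance gives in about 1 in 20 groups. In the nCPa at hour 2, PSAT1 was at 167 CPM in EHC Sample_80. In EHC libraries of the nCPa at hour 12, GNAI1 was at 87.7 CPM in Sample_149, NDUFB9 at 15.0 CPM in Sample_176 and XPO7 at 108 CPM in Sample_158. In control libraries at that hour, HNRNPH1 was at 180.0 CPM and BLOC1S1 at 3.19 CPM in Sample_173, PUDP at 44.8 CPM in Sample_146, ATP6V1H at 74.3 CPM in Sample_143 and XPO7 at 82.2 CPM in Sample_125. In the POAH at hour 2, EHC Sample_79 held 521 CPM of MFAP5, 38.5 CPM of OC3, 410 CPM of MGP, 24.4 CPM of ENSGALG00010000651 and 1860 CPM of the summed matrix genes, EHC Sample_67 held 30.9 CPM of ENSGALG00010011181, and control Sample_70 held 0.32 CPM of OC3. In EHC libraries of the PVN at hour 2, KPTN was at 15.0 CPM in Sample_93 and the summed matrix genes at 53.7 CPM in Sample_117.

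Among nCPa libraries of hour 12, HIGD2A was at 7.67 CPM in Sample_173, in both comparisons that use it, INTS11 at 3.51 CPM in Sample_146, and YIPF5 and SOGA1 at 17.2 and 152 CPM in Sample_176. Among those of hour 0, MOGS was at 25.8 CPM in Sample_14, WDR54 at 11.6 CPM in Sample_41, and DPY19L1 and KLHDC8A at 73.6 and 40.0 CPM in Sample_44. Sample_29 of hour 0 was low in mitochondrially encoded mRNAs, with 877 CPM of COX2, 488 of ND5, 1.8e2 of ATP6, 114 of ND4 and 251 of CYTB. Total counts stood apart in POAH control Sample_118 at hour 2 (4888023) and in nCPa control Sample_71 at hour 2 (910033), and the mitochondrial share in POAH EHC Sample_28 at hour 0 (0.685%).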

How the results depend on the processing

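Models with all 71 libraries, those with the chick as a block, permutations that keep chicks whole, fry in either direction, and those leaving out the control libraries with high mitochondrial counts, the libraries whose sex-linked expression ran against their label, or EHC Sample_79 with all POAH libraries, were chosen only after the results were seen; the other settings were planned. Of the single genes named, 1361 of 1456 values with 1 library left out kept their direction and their side of the threshold, 29 lost and 65 gained a call and 1 turned; under other planned settings 789 values kept both, 4 lost and 182 gained a call and 0 turned; of 317 under settings added later, 181 kept both, 3 lost and 113 gained a call and 20 turned. Most settings that gained calls use more libraries for the spread or test with DESeq2, and for no change of a count named here was the cause tested. In simulated counts like those of the nCPa at hour 12, a log2 fold change of 1 was called by edgeR in 21 of 100 genes, and in 57 with all nCPa libraries in the model. Counts under DESeq2's size factors, under calls shared by both tools, and with mitochondrially encoded genes left out stayed within 1.5 times of those reported, apart from 1 count of shared calls given next. With the chick, taken from the numbers in the library names, as a block, 55 genes were called for treatment by nucleus (nCPa against PVN), and the other 4 comparisons of nuclei stayed within 1.5 times; control and EHC chicks and the hours are different chicks, so no other comparison can be paired. Corrections for GC content and length, other gene lists and the RT-qPCR panel were not run, since sequences and ID-symbol pairs were not available here.

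With DESeq2's Wald test the counts for EHC against control chicks were 4, 282 and 336 in the nCPa at hours 0, 2 and 12, 52, 321 and 38 in the POAH and 25, 28 and 223 in the PVN. Over time they were 5, 1.4e2 and 209 in the nCPa (hours 2 against 0, 12 against 2, 12 against 0), 1 and 4 in the POAH (2 against 0, 12 against 2) and 52 and 33 in the PVN. For treatment by hour in the nCPa they were 357 (12 against 0) and 250 (12 against 2), and for treatment by nucleus 15 against the POAH and 502 against the PVN. With all libraries of a nucleus in 1 model, EHC counts were 429 in the nCPa at hour 12, 1 in the POAH at hour 0, 40 at hour 2 and 1 in the PVN at hour 12, and counts over time were 113 (12 against 2) and 122 (12 against 0) in the nCPa and 7 (2 against 0) in the PVN. With all 71 libraries in 1 model they were 15 and 840 in the nCPa at hours 2 and 12, 1 and 188 in the POAH at hours 0 and 2, 3 and 0 in the PVN at hours 2 and 12, 308 (12 against 2) and 164 (12 against 0) over time in the nCPa, 1, 2 and 1 in the POAH (2 against 0, 12 against 2, 12 against 0) and 3 in the PVN (2 against 0).

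With no count filter the counts were 4 in the nCPa at hour 12, 9 for hour 12 against 2 in the nCPa, 9 for hour 2 against 0 in the PVN and 87 for treatment by nucleus (nCPa against PVN). With no sex term they were 7 in the nCPa at hour 12, 49 in the POAH at hour 2, and 14 (12 against 2) and 9 (12 against 0) over time in the nCPa. With edgeR's earlier quasi-likelihood method they were 1 in the nCPa at hour 12, 0 in the POAH at hour 2 and 0 for hour 12 against 2 in the nCPa. Calls by both tools with an absolute log2 fold change over 1 were 3 for hour 12 against 0 in the nCPa. With treatment as a covariate, counts over time were 10 (12 against 2) and 12 (12 against 0) in the nCPa, 1 in the POAH (12 against 2) and 3 in the PVN (2 against 0). In control chicks only they were 0 and 0 in the nCPa (12 against 2, 12 against 0), 1 in the POAH and 1 in the PVN (2 against 0), and in EHC chicks only 0 in the nCPa (12 against 0), 2 in the POAH (12 against 2) and 245 in the PVN (12 against 0).

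With the 3 control libraries above 3% mitochondrial counts left out, the nCPa at hour 12 keeps 1 control library, which is then assumed to vary like the other group; 11 genes were called, and 23 with all nCPa libraries in the model, while hour 12 against 2 and hour 12 against 0 had 0 and 0. These libraries were left out for their mitochondrial counts, so the turn of the mitochondrially encoded genes follows from the choice. Alone and with all nCPa libraries, the log2 fold changes were 0.82 and 1.10 for ND2, 0.84 and 1.19 for ATP8, 0.77 and 1.09 for ND4, 0.68 and 0.95 for ND1, 0.51 and 0.69 for ND5, 1.14 and 1.22 for ND3, 0.70 and 0.70 for COX1, 0.18 and 0.38 for NDUFS6, and 0.19 and 0.38 for BLOC1S1, and 0.23 for NDUFB9 with all nCPa libraries. SCG5 was at -2.37 with these libraries left out. Without the libraries whose sex-linked expression ran against their label there were 0 calls in the POAH and 25 in the PVN at hour 2, 0 for hour 12 against 2 in the nCPa, and 1308 and 2102 genes that differed by sex in the POAH and PVN. With all POAH libraries but EHC Sample_79, 10 genes were called at hour 2 and SERPINF1 was at -0.34; with 1 library left out at a time SERPINF1 ran from -0.20 (without EHC Sample_79) to 2.99 (without EHC Sample_91).

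With 1 library left out at a time, EHC counts ran from 0 to 0, 0 to 121 and 0 to 152 in the nCPa at hours 0, 2 and 12, from 0 to 5, 0 to 102 and 0 to 4 in the POAH, and from 0 to 0, 0 to 3 and 11 to 73 in the PVN. Over time in the nCPa they ran from 0 to 2 (2 against 0), 0 to 26 (12 against 2) and 0 to 78 (12 against 0). For treatment by hour they ran from 0 to 78 (12 against 0) and 0 to 120 (12 against 2), and for treatment by nucleus from 0 to 6 (POAH) and 25 to 346 (PVN). Most libraries behind the highest counts stand beside the results above. The 73 of the PVN at hour 12 came without control Sample_147. The 2 of hour 2 against 0 came without EHC Sample_44 of hour 0, and the 6 against the POAH without nCPa control Sample_173.

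On the 500 most variable genes, the first principal component held 50.1%, 33.8% and 37.1% of the variance at hours 0, 2 and 12, the second 19.5% at hour 12, treatment 9.56% at hour 2 (permutation p = 0.025) and nucleus 14.1% at hour 12 (permutation p = 0.09). With each gene scaled to unit variance, treatment held 7.36% at hour 12 (permutation p = 0.017). With chicks kept whole in the permutations, the shares of nucleus, 8.98% at hour 0 and 9.80% at hour 2, had p = 0.018 and 0.0099. On the 500 most variable genes nucleus had a permutation p of 0.066 at hour 0. Treatment had p of at least 0.057 under each of the 4 ways of computing the shares at each hour. The mitochondrially encoded list passed in 11 of 18 comparisons with camera's preset correlation, in 0 with a correlation estimated from the residuals, in 0 with fry by direction and in 1 with fry in either direction. The estimated correlations ran from 0.42 to 0.95. With the preset of 0.01, camera's p-values are thus too small for this list.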

Differences from the paper's values

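The model with all 71 libraries was chosen only after the values were seen; every other setting named here was set before the data were examined. The paper calls a gene when edgeR and DESeq2 both give an FDR of at most 0.1 and the absolute log2 fold change is over 1, while the counts here rest on edgeR's quasi-likelihood test at that FDR with no limit on the fold change, so the thresholds differ; the paper's tables also list genes with smaller fold changes. Its filters on FPKM and gene type were not repeated. Calls shared by both tools, with and without the limit on the fold change, were among the settings tried.

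For EHC against control chicks in the nCPa, the paper's count is 2 at hour 2, against 0 here; 2 genes were called without EHC Sample_116 (none of them the paper's) and 2 without control Sample_71 (1 of them the paper's), and the other planned settings do not come within 1.5 times. DESeq2 called both of the paper's genes, and 1 was called without control Sample_74. At hour 12 the paper's count is 467, against 2 here; the counts with DESeq2 (336) and with all nCPa libraries in the model (429) come within 1.5 times of it and the other planned settings do not. Of the 42 genes the paper lists at hour 12, the model with all nCPa libraries leaves 14 uncalled and DESeq2 leaves 17 uncalled; 16 of the 42 were called without control Sample_173. In the POAH at hour 2 the paper's count is 18, against 1 here, and no planned setting comes within 1.5 times; of those 18 genes DESeq2 called 13, the model with all POAH libraries 11 and the model with no sex term 6, and with 1 library left out 7 were called without EHC Sample_79, 6 without control Sample_73, 5 without EHC Sample_91 and 1 without EHC Sample_115. In the PVN at hour 2 the paper's count is 4, against 0 here; 3 genes, none of them the paper's, were called without EHC Sample_69, and the other planned settings do not come within 1.5 times. DESeq2 called 3 of the 4. In the PVN at hour 12 the paper's count is 0, against 52 here; all libraries of the nucleus in the model gave 1, and no planned setting gave 0. Chosen after seeing the values, the model with all 71 libraries gave 0 there, 840 in the nCPa at hour 12 and 188 in the POAH at hour 2, and it called 2 of the paper's 2 genes of the nCPa at hour 2, 40 of 42 at hour 12 (2 dropped), 18 of 18 of the POAH and 2 of 4 of the PVN (2 dropped).

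Added over hours, the paper's counts are 469 in the nCPa, against 2 here (within 1.5 times with DESeq2, 622, and with all nCPa libraries in the model, 429), 18 in the POAH, against 1 here, and 4 in the PVN, against 52 here, the last pair with no planned setting within 1.5 times. Over all nuclei the paper's count is 491, against 55 here, and the models with all libraries of each nucleus give 471, the only planned setting within 1.5 times. Over time in the nCPa, the paper's count for hour 12 against 2 is 9, against 1 here (9 with no count filter, 10 with treatment as a covariate and 11 without control Sample_74 of hour 2 come within 1.5 times, and the other planned settings do not), and for hour 12 against 0 it is 49, against 5 here, with no planned setting within 1.5 times. DESeq2 called 9 of the 9 and 36 of the 49 genes, and the models with all nCPa libraries 8 and 37; without control Sample_173 of hour 12 they were 2 and 26, and 1 of the 9 was called without control Sample_74 or Sample_119 of hour 2; of the 49, 1 gene uncalled with all libraries was called without EHC Sample_44 of hour 0. The model with all 71 libraries, chosen after seeing the values, called 9 of 9 and 41 of 49 (8 dropped).

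The paper's total of fragment reads is 25067562, while the deposited counts sum to 299441873; the mean per library is the paper's. The first and second principal components hold about 44% and about 23% of the variance at hour 0 in Fig. 1, about 29% and about 19% at hour 2 and about 32% and about 21% at hour 12, all read by eye, against 28.7% and 14.0%, 16.6% and 12.0%, and 17.1% and 12.8% here. On the 500 most variable genes all 6 shares come within 1.5 times of the paper's, with the variance-stabilizing transformation all but the first component at hour 12 do, and with each gene scaled to unit variance only the second component at hour 12 does.

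Fold changes have the paper's sign in all genes of its tables. SERPINF1 in the POAH at hour 2 has a log2 fold change of 3.53737 in the paper and 2.19 here; with no sex term (3.48), with all POAH libraries (3.40) and with DESeq2's size factors (2.22) it lies within the error of the paper's value, and with DESeq2 it does not. For hour 12 against 0 in the nCPa, 15 of 49 genes differ by more than their standard error. The paper's value and the value here are -0.68594 and -0.56 for PSMD3, -0.44060 and -0.33 for MTDH, -0.53559 and -0.41 for NTMT1, -0.60439 and -0.46 for DPY19L1, -0.48920 and -0.37 for G3BP1, -0.41535 and -0.30 for ENSGALG00010027617, -0.48698 and -0.37 for KLHDC8A, 0.34290 and 0.46 for TAB3, 0.59066 and 0.71 for ENSGALG00010029333, -0.41088 and -0.30 for NDUFAF1, -0.40436 and -0.28 for FAM133B, -0.43292 and -0.31 for PEX6, -0.46178 and -0.35 for C6H10orf76, -0.56402 and -0.45 for CERK, and 0.38662 and 0.50 for CNOT4. With all nCPa libraries in the model PSMD3, NTMT1, CERK and ENSGALG00010029333 lie within the error, with no sex term PSMD3 does, and with DESeq2 DPY19L1 does; for the other genes no planned setting does.

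The paper reports that sex was not significantly different among the selected chicks, without naming the measure. In these libraries 1026, 2167 and 1140 genes differed by sex in the nCPa, POAH and PVN. In 1 place the paper describes ATP8 and ND2 as higher in EHC chicks of the nCPa and elsewhere as lower; here both were lower, with log2 fold changes of -2.82 and -3.26. The paper's text counts 24 genes lower at hour 12 than at hour 0, while its Table 8 and the values here have 33.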

Other observations

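Tests of other groupings of the libraries, and the comparison of the summed unnamed genes between nuclei, were chosen only after the results they bear on were seen; the tests of sex and of nuclei were planned.

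In the PVN at hour 12, the 33 genes lower and 19 higher in EHC chicks stand against none in the paper. A set of 9 genes without a symbol in the paper's tables is among the lower ones. With all POAH libraries in the model, the same 9 are called as higher in EHC chicks in the POAH at hour 2. The comparisons share no libraries, and the directions are opposite. Independent lists would share 0.102 genes, but genes that vary together enter a list together, so that number does not measure chance here. Levels of the 9 genes vary together over the 71 libraries, with a lowest pairwise correlation of 0.952 and a median of 0.987, and 29 genes had a correlation above 0.8 with their sum. Between EHC and control chicks the mean log2 difference of their sum was -0.89, 1.03 and 0.70 in the nCPa at hours 0, 2 and 12 (two-sided exact permutation test, p = 0.029, 0.057 and 0.086), 0.41, 1.84 and -1.86 in the POAH (exact p = 0.29, 0.029 and 0.029), and 0.88, -0.06 and -1.79 in the PVN (exact p = 0.057, 0.94 and 0.029); each p of 0.029 was 0.064 after adjustment over the 9 comparisons. The genes were picked from the POAH at hour 2 and the PVN at hour 12, so the p-values of those comparisons are not independent evidence. What these genes encode is not known from the tables used here.

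GNAI1, RNF7, PSMA2 and SCG5 were low in all 4 nCPa libraries of EHC chicks at hour 12, and also in 1 POAH library of EHC chicks at that hour, Sample_160. The genes called in the PVN at hour 12 and those whose response to EHC differed between nCPa and PVN shared 17 members (0.34 expected from independent lists), and those comparisons share the PVN libraries, so part of the overlap comes from the design. Calls for EHC in the nCPa at hour 12 and for hour 12 against hour 0 in the nCPa, both with all nCPa libraries in the model, shared 22 genes (2.57 expected). Both comparisons use the control and the EHC libraries of hour 12, so they are not independent.

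For each count of called genes, the libraries were regrouped at the same group sizes and the count taken again. Of the 34 splits of 4 against 4 that could be fitted with sex in the model (3 against 4 in the PVN at hour 12), the real grouping included, 8 called at least as many genes as the real 2 in the nCPa at hour 12 (highest other split 628), 14 as the real 1 in the POAH at hour 2 (highest 153) and 1 as the real 52 in the PVN at hour 12 (highest 39). In the other 6 comparisons the real count was 0, which all 34 splits reach whatever the data, so the splits do not test it there; the highest other splits called 503 and 683 genes in the nCPa at hours 0 and 2, 1.7e2 and 1274 in the POAH at hours 0 and 12, and 7 and 396 in the PVN at hours 0 and 2. Of the 3 comparisons with calls, chance is not excluded in 2, and taken alone it can be excluded in the PVN at hour 12, at the smallest share that 34 splits can give, without adjustment for other comparisons; its count was 1 with all PVN libraries in the model and 0 with all 71, so chance is not excluded for it over these models. Splits that call many genes where the real grouping calls none point to a structure of the samples. What it is was not tested; the model holds sex as labelled, and 5 libraries of hour 2 had sex-linked expression against their label, so sex stays open there.

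Comparisons over time, of treatment by hour, sex and nuclei were regrouped in 40 splits each, and treatment by nucleus in the 34 splits of whole chicks that could be fitted, the real one included. Over time in the nCPa, 9 splits called at least as many genes as the real 1 for hour 12 against 2 (highest other 1.6e2) and 4 as the real 5 for hour 12 against 0 (highest other 14), so chance is not excluded for these 2 counts. In the other 7 comparisons of hours the real count was 0, which all 40 splits reach whatever the data, so they are not tested by it; the highest other splits called 1498 genes for hour 2 against 0 in the nCPa, 64, 751 and 105 in the POAH (hours 2 against 0, 12 against 2 and 12 against 0) and 37, 19 and 132 in the PVN, and those with many calls point again to a structure of the samples that was not identified. For treatment by hour in the nCPa, 1 split reached the real 10 of hours 12 and 0 (highest other 1), and 2 reached the real 2 of hours 12 and 2 (highest other 17). For treatment by nucleus at hour 12, 1 split reached the real 133 against the PVN (highest other 32), and the real 0 against the POAH is reached by all 34 in any case (highest other 1). Sex had 1 split as large in each nucleus (real 1026, 2167 and 1140; highest others 131, 17 and 835), and nuclei had 1 in each comparison (real 2036, 4528 and 1605 for PVN against POAH, PVN against nCPa and POAH against nCPa; highest others 33, 181 and 28). For treatment by hour the splits moved treatment and hour together, so they also broke the effects of treatment and of hour alone. For treatment by nucleus they also broke an effect of treatment that both nuclei share. They therefore cannot exclude chance for the interactions with 10 and 133 genes by themselves. Each taken alone, chance can be excluded for sex and for nuclei. It is not excluded for the interaction with 2 genes, whose share of splits was 2 of 40. These shares are the smallest that 34 or 40 splits can give and were not adjusted over the 28 counts regrouped; with 1 library left out the 10 ran from 0 to 78, and with the chick as a block the 133 was 55, so these 2 counts rest on single libraries and on the model.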
